# Heart Failure and MEF2 Transcriptome Dynamics in Response to β-Blockers

**DOI:** 10.1038/s41598-017-04762-x

**Published:** 2017-06-30

**Authors:** S. W. Tobin, S. Hashemi, K. Dadson, S. Turdi, K. Ebrahimian, J. Zhao, G. Sweeney, J. Grigull, J. C. McDermott

## Abstract

Myocyte Enhancer Factor 2 (MEF2) mediates cardiac remodelling in heart failure (HF) and is also a target of β-adrenergic signalling, a front-line treatment for HF. We identified global gene transcription networks involved in HF with and without β-blocker treatment. Experimental HF by transverse aortic constriction (TAC) in a MEF2 “sensor” mouse model (6 weeks) was followed by four weeks of β-blockade with Atenolol (AT) or Solvent (Sol) treatment. Transcriptome analysis (RNA-seq) from left ventricular RNA samples and MEF2A depleted cardiomyocytes was performed. AT treatment resulted in an overall improvement in cardiac function of TAC mice and repression of MEF2 activity. RNA-seq identified 65 differentially expressed genes (DEGs) due to TAC treatment with enriched GO clusters including the inflammatory system, cell migration and apoptosis. These genes were mapped against DEGs in cardiomyocytes in which MEF2A expression was suppressed. Of the 65 TAC mediated DEGs, AT reversed the expression of 28 mRNAs. *Rarres2* was identified as a novel MEF2 target gene that is upregulated with TAC *in vivo* and isoproterenol treatment *in vitro* which may have implications in cardiomyocyte apoptosis and hypertrophy. These studies identify a cohort of genes with vast potential for disease diagnosis and therapeutic intervention in heart failure.

## Introduction

Morbidity and mortality associated with cardiovascular disease (CVD) is a predominant global health problem occupying a prevalent position as the leading cause of death worldwide. Due to its universality, the multi-faceted progression of heart disease is therefore one of profound clinical importance. Progressive heart failure (HF), as one aspect of CVD, has a staggering prevalence of approximately thirty eight million diagnosed patients globally, a number which is growing due to the ageing population and the pervasiveness of HF in that age cohort^1^. Moreover, a HF diagnosis in many cases is an ailment with a poorer prognosis than most cancers^1^. Understanding and averting the progression of HF is therefore fundamental in the battle against CVD.

A significant body of cellular and molecular research has elucidated the many structural and signaling changes associated with HF, while current advances in transcriptional analysis have begun to unravel the underlying dysregulation of the cardiac transcriptome in the pathogenesis of CVD and heart failure. The regulation of the transcriptome in the heart is a primary determinant of its gene expression signature, phenotype and function^2–6^. Extensive work concerning the control of cardiac specific gene expression^7–12^ and also loss of function analysis in gene targeted mice^13–15^ has positioned Myocyte Enhancer Factor 2 transcriptional regulatory proteins (MEF2) at a nexus of control for cardiac and skeletal muscle gene expression. The MEF2 family of transcription factors (encoded by four genes labeled as MEF2A to D) have proved crucial in regulating cardiac^16^, skeletal^7, 17^ and smooth muscle differentiation^18^, neuronal survival and plasticity^19, 20^ and T cell activation^21^. The requirement for MEF2 is evolutionarily conserved for cardiac and skeletal muscle development from flies to humans^7^. Interestingly, transgenic mice that express a constitutively active CaMKIV gene exhibit cardiac hypertrophy and, when cross-bred with a MEF2 “sensor” mouse model, show markedly enhanced MEF2 activity^22^. There is further molecular and correlative data that MEF2 activity is enhanced during cardiac hypertrophy, but to date how this modulates the progression of disease *in vivo* is unclear. MEF2 is highly responsive to several signal transduction cascades, and post-translational regulation by covalent modification by PKC^23^, p38 MAPK^23–25^, ERK5^26, 27^ and PKA have been documented by ourselves^28^ and others^29, 30^.

Clinically, β-adrenergic receptor (βAR) antagonists, or β-blockers, reduce heart rate (chronotropy) and the force (inotropy) of myocardial contraction. Congestive heart failure in humans has been associated with impaired cardiac function, structural alteration, neurohormonal activation and the use of β-blockers in humans with heart failure results in decreased mortality^31, 32^. Despite the well characterized effects of β**-**adrenergic blockers in modulating cardiac inotropic and chronotropic parameters and improving overall cardiac function, there is a surprising lack of information concerning how acute and, particularly, chronic β**-**blocker treatment affects cardiac gene expression. To date, the impact of pharmacologic treatment by β-blockers, a first line HF treatment, on global transcription changes during HF has not been reported.

In view of the central role of MEF2 in the control of cardiac transcription we view MEF2 activity as a barometer of extensive transcriptional changes in the heart. Moreover, because of the potent role of β-adrenergic signalling in heart disease and its associated control of cardiac MEF2 activity, we postulated that this may be of potential relevance in the pathology of the heart. Therefore, we have begun to assess the relationship between global gene transcription and heart failure, particularly in response to β1-adrenergic blockade. Here, we report dynamic changes in cardiac gene transcription and MEF2 activity in response to HF, and document a subset of these genes that respond to pharmacologic manipulation by β1-adrenergic blockade.

## Results

### β-adrenergic blockade attenuates the hypertrophic response to TAC, enhances cardiac function and reduces MEF2 activity

Our initial purpose was to determine the effects of β-blockade on MEF2 activity and cardiac function. To do this we used Transverse Aortic Constriction (TAC) which is a widely used *in vivo* model that mimics disease associated with cardiac hypertrophy and heart failure^33^. The β1 selective β-adrenergic antagonist, Atenolol was used in these experiments. Since MEF2 regulates a large battery of cardiac genes we were intrigued to further pursue these observations since it may have important clinical relevance for understanding the effects of chronic β-blocker treatment. To study the effects of TAC and chronic treatment with Atenolol on MEF2 activity we utilized a MEF2-LacZ reporter transgenic mouse model. These mice harbour a synthetic transgene containing three MEF2 sites from the Desmin gene distal to a heterologous promoter and exhibit MEF2 activity during development in the heart and somites^34^. Similar to previous studies with CAMKII activation^22^, we observed that MEF2 activity is markedly enhanced by TAC during cardiac hypertrophy (Fig. 1a) as we reported previously^35^. In contrast, long term Atenolol (>10 weeks) treatment reduced MEF2-activity in non-treated mice (Supplementary Fig. S1). Mice at 6–8 weeks of age were randomized to receive either TAC surgery to induce left ventricular (LV) pressure overload, or a sham operation. Assessment of heart function by transthoracic echocardiography six weeks after surgery demonstrating that TAC mice had developed physiological readouts characteristic of cardiac hypertrophy and the onset of heart failure: increased LV posterior wall thickness (PWDd) and LV mass, and decreased ejection fraction (EF) and fractional shortening (FS) (Supplementary Fig. S2, p < 0.05). 6 weeks after TAC or sham operations, mice were then treated with Solvent (Sol) or the β-blocker Atenolol (AT; 50 mg/kg/day) for four additional weeks. After which time a series of comprehensive physiological, biochemical and genomic analyses were carried out. The four experimental conditions were therefore: Sham + Sol; Sham + AT; TAC + Sol; and TAC + AT (Fig. 1a). The mice in our study were not in end stage heart failure, this is likely because the TAC is minimally invasive and to some degree variable. The conditions used in our study were consistent with those reported by Faerber *et al*.^36^ in which 7 weeks after minimally invasive TAC approximately 60% of the mice displayed signs of heart failure such as pleural effusions, dyspnea and contractile dysfunction. We therefore contend, based on our physiologic data in comparison with those in the literature^36^ that the TAC treatment in our study is indicative of the progression to end stage heart failure and, as such, depicts moderate heart failure and not end stage failure with a dilated phenotype.

**Figure 1:**
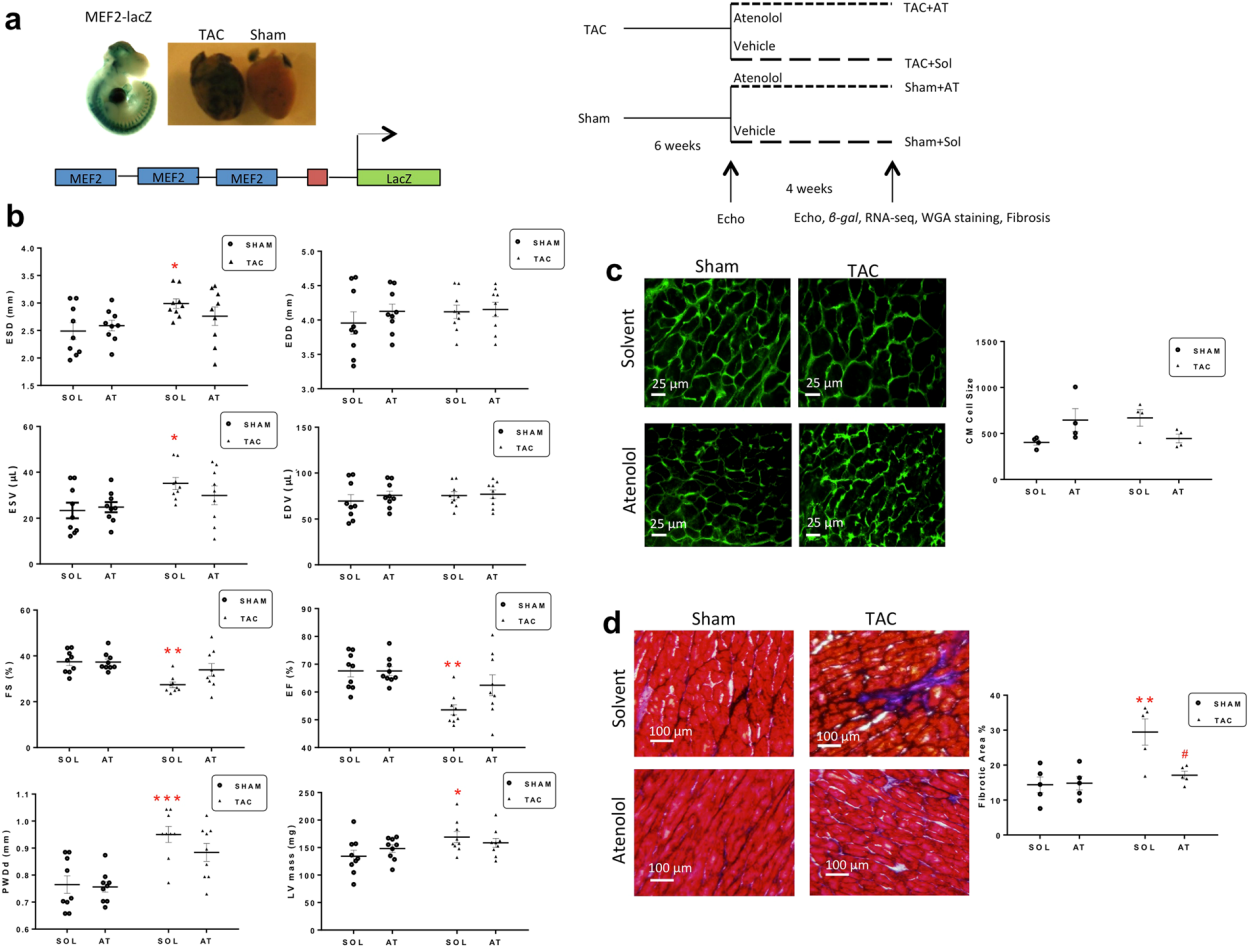
Atenolol reverses heart failure symptoms in TAC mice. (**a**) Experimental design overview. MEF2-LacZ mice (6–8 weeks old) underwent transverse aortic constriction (TAC) or Sham surgeries, followed by Solvent or Atenolol (50 mg/kg/day) treatment (n = 9). (**b**) Functional analysis of TAC or Sham mouse hearts after four weeks of Atenolol or Solvent treatment. End systolic diameter (ESD), end diastolic diameter (EDD), ejection fraction (EF), fractional shortening (FS), end systolic volume (ESV), end diastolic volume (EDV), left ventricular mass (LV), and left ventricular posterior wall depth (PWDd) were assessed by ultrasound echocardiography. (n = 9), Data are presented as mean ± SEM. *P < 0.05 **P < 0.01 ***P < 0.001 vs Sham + Sol. (**c**) WGA stain depicting cardiac hypertrophy. Images are representative of an average of n ≥ 10 images per heart, 4 animals per group. Scale bar: 25 µm. Graph below shows cardiomyocyte size (CM cell size), quantified based on an average of ≥10 cell measurements per mouse (n = 4). (**d**) Masson’s Trichrome stain depicting fibrosis. Images are representative of n = 10 images per heart, 5 animals per group. Cardiomyocytes appear red, nuclei appear black and collagen appears blue. Scale bar: 100 µm. Graph shows quantified cardiomyocyte fibrosis based on a three representative images per mouse (n = 5). Data are presented as mean ± SEM. **P < 0.01 vs Sham + Sol. ^#^P < 0.05 vs TAC + Sol.

After 4 weeks of Sol treatment, TAC + Sol mice continued to exhibit signs of cardiac dysfunction and LV hypertrophy: reduced EF and FS, and increased PWDd, end systolic diameter (ESD), end systolic volume (ESV) and LV mass compared to Sham + Sol (Fig. 1b, p < 0.05). End diastolic diameter (EDD) and volume (EDV) were similar between the TAC + Sol and Sham + Sol groups. Atenolol treatment in the sham group (Sham + AT) induced no statistically significant change in heart function when compared to the control group (Sham + Sol). However, four weeks of Atenolol treatment in the TAC group (TAC + AT) resolved changes to LV geometry and reversed indices of LV hypertrophy induced by pressure overload as indicated by a reduction in ESD, PWDd and LV mass compared to TAC + Sol, and this was associated with an overall improvement in cardiac function, as indicated by an increase in FS and EF in TAC + AT compared to TAC + Sol (Fig. 1b).

To further document the changes occurring in TAC mice treated with Atenolol, tissue sections were stained for wheat germ agglutinin (WGA) to visualize and quantitate cellular hypertrophy (Fig. 1c). TAC + Sol had larger cardiomyocytes than control. Cardiomyocyte surface area in the TAC + AT group was smaller than in the TAC + Sol group although that change was not statistically significant, therefore indicating a trend towards a reversal of the cardiomyocyte hypertrophic phenotype. We also noted that AT + Sham treatment enhanced cardiomyocyte size which is a somewhat confounding result that is not explicable at this time. One might argue that treating healthy animals with high level β-adrenergic blockade may be abnormal since the heart is not stressed nor under pathological load. It is highly speculative but under such conditions this response might result from depression of normal cardiac function but this requires further characterization. It is clear that AT treatment alone caused substantial changes in the transcriptome.

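In left ventricular RNA from 3 Sham + AT and 3 Sham + Sol mice, *Sgk1*, *Sik1* and *Errfi1* were among the genes that fell with Atenolol. *Sgk1*, a kinase induced by glucocorticoids and cell stress (ENSMUSG00000019970, chromosome 10, 21882184 to 21999903 of mm10), fell from 187 ± 67.0 to 48.7 ± 5.87 normalized CPM (mean ± SD, n = 3 mice per group), a log2 fold change of −1.94 (standard error 0.25, adjusted p = 0.0281 from edgeR). *Sik1*, a salt-inducible kinase (ENSMUSG00000024042, chromosome 17, 31844250 to 31855804), fell from 70.9 ± 22.6 to 18.2 ± 1.13 CPM. *Errfi1*, a feedback inhibitor of EGF receptor signalling (ENSMUSG00000028967, chromosome 4, 150853919 to 150868892), fell from 179.7 ± 76.2 to 42.6 ± 8.18 CPM. Their log2 fold changes were −1.97 and −2.08 (standard errors 0.26 and 0.42, adjusted p = 0.0281 and 0.159 from edgeR). The largest fall among the called genes was that of *Thbs1*, a matricellular glycoprotein, at −2.86 (standard error 0.62, adjusted p = 0.185 from edgeR). *Ccnd2*, a D-type cyclin (ENSMUSG00000000184, chromosome 6, 127125162 to 127152193), rose from 95.2 ± 1.56 to 216 ± 83.0 CPM. *Alcam*, a cell adhesion molecule (ENSMUSG00000022636, chromosome 16, 52248996 to 52454074), rose from 5.82 ± 1.77 to 21.6 ± 3.41 CPM. Their log2 fold changes were 1.18 and 1.89 (adjusted p = 0.185 for each from edgeR). Of 20 immediate early genes, which respond fast to signalling, 19 were lower with a median log2 fold change of −1.41, and 5 passed the test (18 when adjusted over the list alone). *Apold1*, *Zfp36*, *Sik1* and *Klf4* are among the 5. The list had an adjusted p = 1.4e-20 from camera, and adjusted p = 0.236 with an estimated correlation. Its mean log2 level per library, centred over the 12, was 0.872 in Sham + Sol C, 1.29 in D and −0.507 in E, with E close to Sham + AT A (−0.554), B (−0.805) and D (−1.02). All 11 glucocorticoid-responsive genes were lower (median −1.27), and 3 passed, 4 when adjusted over the list alone. This list had an adjusted p = 1.6e-10 from camera, and adjusted p = 0.236 with an estimated correlation. Of 11 endothelial cell genes 10 were lower (median −0.37, adjusted p = 0.00785 from camera, 0.549 with an estimated correlation). Of 79 cytosolic ribosomal protein genes 68 were higher (median 0.13, adjusted p = 0.00612, and 0.852 with an estimated correlation). Of 14 adipocyte genes 13 were higher (median 1.43, adjusted p = 0.0278 from camera, 0.852 with an estimated correlation), and of 73 oxidative phosphorylation subunits 57 were lower (median −0.08, adjusted p = 0.00612, and 0.852 with an estimated correlation). Without Sham + AT D the adipocyte and the oxidative phosphorylation lists did not pass (adjusted p = 0.80 for each from camera). The adipocyte list did not pass without Sham + Sol C (0.419) or E (0.0659) either, nor the ribosomal list without Sham + Sol C (0.159), Sham + AT A (0.170) or B (0.913). The 9 hypertrophic marker genes had no common direction, 6 higher and 3 lower (adjusted p = 0.977 from camera). In all, 59 of 10668 genes changed by at least 1.5 fold at an adjusted p of 0.20 or less from edgeR's quasi-likelihood test, 13 up and 46 down. The groups did not overlap for 1603 genes (15.0%), where chance gives 10%. The count was 184 with glmLRT and 307 with DESeq2. Leaving out 1 library gave 11 (Sham + Sol C), 6 (Sham + Sol D), 24 (Sham + Sol E), 1 (Sham + AT A), 1 (Sham + AT B) or 562 (Sham + AT D). Without the 2 libraries that hold Y-linked reads, an alternative chosen after seeing the data, it was 13.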

TAC and LV pressure overload is also known to be associated with increased collagen deposition leading to fibrosis, resulting in increased wall stiffness and ultimately decreased cardiac function^35, 37^. Masson’s trichrome staining showed increased fibrosis in the TAC + Sol group (p < 0.01) and this was reduced in the TAC + AT group, as shown in representative images in Fig. 1d (p < 0.05). Together, these data demonstrate positive effects of chronic Atenolol treatment on physiological and structural parameters associated with cardiac hypertrophy and heart failure progression.

### Dynamic changes in gene expression provoked by TAC are reversed by β-adrenergic blockade

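The RNA-seq data came from the left ventricles of 12 MEF2-LacZ mice, which carry a reporter of MEF2 activity, 3 in each of the groups Sham + Sol, TAC + Sol, Sham + AT and TAC + AT. TAC narrows the aorta and loads the left ventricle, and Atenolol, a blocker of the β1-adrenergic receptor, was given at 50 mg/kg/day for 4 weeks, starting 6 weeks after surgery. Each library comes from a separate mouse and carries a letter (Sham + Sol C, D and E; TAC + Sol C, D and E; Sham + AT A, B and D; TAC + AT B, E and F). The authors aligned 100 bp paired-end reads to mm10 and deposited raw read counts for 38478 genes, at 28112365 to 53332915 counts per library. The median total was 41452585 in Sham + Sol, 40310873 in TAC + Sol, 32578914 in Sham + AT and 39818726 in TAC + AT. Genes with at least 5 CPM in at least 6 of the 12 libraries were tested, 10668 in all. A gene was called at a Benjamini-Hochberg adjusted p of 0.20 or less and a fold change of at least 1.5. The filter and these thresholds are those the paper gives. The test was edgeR's quasi-likelihood test on TMM-normalized counts with all 4 groups in 1 fit, and glmLRT, the test the paper names, was 1 of the alternatives. The comparisons, the filter, the tests, the alternatives, the rule for the genes named and 28 gene lists were set before the data were examined. The values in the paper's tables of called genes had been seen by then. Of the lists, 26 had at least 3 members past the filter and were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. In counts simulated from the spread of these libraries, the quasi-likelihood test in TAC + AT vs TAC + Sol found 22 of 67 genes changed 1.5 fold, 60 of 67 changed 2 fold and 65 of 66 changed 4 fold, with 21 false calls among 168. Each gene was drawn apart there, so differences shared by many genes are missing. These counts therefore do not estimate the recovery or the false calls in the real libraries. The comparisons TAC + Sol vs Sham + Sol and TAC + AT vs TAC + Sol hold the same 3 TAC + Sol libraries, with opposite signs. Reads of Y-linked genes were found in Sham + Sol C and TAC + AT F, and *Xist* RNA in the other 10 libraries. Atrial cardiomyocyte transcripts were nearly absent from TAC + AT F (*Myl7*, the atrial myosin light chain, at 1.00 CPM), and adipocyte transcripts varied widely between libraries of every group.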

To further understand the underlying changes in gene expression during these conditions, the left ventricle was isolated from each condition (n = 3 mice per condition) and RNA was prepared for subsequent RNA-Seq analysis to document transcriptome changes associated with the experimental treatments and potentially identify differentially expressed genes (DEGs). 

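The largest set of changed genes separated TAC + AT from Sham + AT hearts, and marker genes of several cell types were lower and those of the endothelium higher in TAC + AT. *Acta1*, skeletal α-actin and a marker of hypertrophy, was 4733 ± 1227 CPM in TAC + AT and 1369 ± 687 CPM in Sham + AT (mean ± SD, n = 3 mice per group). This is a log2 fold change of 1.79 (standard error 0.53, adjusted p = 0.164 from edgeR). *Myot*, a Z-disc protein (ENSMUSG00000024471, chromosome 18, 44334074 to 44355724 of mm10), rose from 15.9 ± 11.5 to 95.8 ± 31.4 CPM. *Xirp1*, an actin-binding protein of intercalated discs (ENSMUSG00000079243, chromosome 9, 120013755 to 120023598), rose from 258 ± 32.1 to 545 ± 206 CPM. Their log2 fold changes were 2.59 and 1.08 (adjusted p = 0.150 and 0.172 from edgeR). *Vegfa*, an angiogenic growth factor induced by hypoxia, rose by 0.81 on the log2 scale, and *P4ha2* and *Egln3*, also hypoxia-inducible, by 0.80 and 0.62. The list of 14 hypoxia-inducible genes, 9 higher and 5 lower, did not pass (adjusted p = 0.0530 from camera, 0.419 with an estimated correlation), and passed without Sham + AT B (0.00834), TAC + AT B (0.0377) or TAC + AT E (0.0149). *Acta2*, smooth muscle α-actin (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590), was 286 ± 82.7 CPM in TAC + AT and 1552 ± 1537 CPM in Sham + AT, a log2 fold change of −2.44 (standard error 0.60, adjusted p = 0.151 from edgeR). *Tagln* and *Lmod1*, also of smooth muscle, fell by 1.37 and 0.97 on the log2 scale. Of 10 smooth muscle genes 8 were lower, and so were all 14 adipocyte, all 7 mesothelial and all 4 atrial genes (medians −0.70, −2.75, −1.06 and −0.95). Their adjusted p was 0.00751, 0.000374, 0.0198 and 0.0271 from camera, and 0.419, 0.508, 0.419 and 0.419 with an estimated correlation. Without Sham + AT D the adipocyte, mesothelial and atrial lists did not pass (adjusted p = 0.138, 0.143 and 0.143 from camera), nor the atrial list without TAC + AT F (0.115). The mean log2 level of the smooth muscle genes, centred over the 12 libraries, was −0.914 in TAC + AT B, −0.899 in F and 0.224 in E, where Sham + AT ran from 0.0191 to 0.782. Of 11 endothelial cell genes 9 were higher (median 0.51, adjusted p = 0.00751 from camera, 0.419 with an estimated correlation). *Lyz2*, the lysozyme of macrophages, fell from 399 ± 149.9 to 194 ± 71.9 CPM (−1.04, adjusted p = 0.164 from edgeR). The macrophage list, 2 higher and 7 lower, did not pass (adjusted p = 0.0823 from camera, 0.739 with an estimated correlation), and passed without Sham + AT A (0.0244), Sham + AT B (0.0331) or TAC + AT E (0.000736). This comparison gave 374 of the 425 genes called in at least 1 of the 5 comparisons, 219 higher and 155 lower in TAC + AT. Here 2254 genes (21.1%) had groups that did not overlap, where chance gives 10%. By comparison, the other counts were 59 in Sham + AT vs Sham + Sol, 22 in TAC + AT vs Sham + Sol, 9 in TAC + AT vs TAC + Sol and 0 in TAC + Sol vs Sham + Sol. DESeq2 called 842 genes in at least 1 comparison, and edgeR's glmLRT 608. Leaving out 1 library moved the 425 to 272 (Sham + Sol C), 107 (TAC + Sol C), 5 (Sham + AT A), 1 (Sham + AT B), 1062 (Sham + AT D), 9 (TAC + AT B), 924 (TAC + AT E) or 29 (TAC + AT F). The 374 became 846 without Sham + AT D, 878 without TAC + AT E and 0 without Sham + AT A, Sham + AT B, TAC + AT B or TAC + AT F. Without the 2 libraries with Y-linked reads, an alternative chosen after seeing the data, the counts were 13 and 0.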

Across all conditions, 1571 DEGs were detected (Fig. 2a). In particular, we documented 65 DEGs in TAC + Sol mice compared to Sham + Sol (Fig. 2b). 

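No single gene separated TAC + Sol from Sham + Sol hearts past the threshold in edgeR's quasi-likelihood test, while several gene groups leaned one way. Of 22 genes of the interferon response and antigen presentation, 21 were higher in TAC + Sol, with a median log2 fold change of 0.42 (0 called over all genes, 5 higher when adjusted over the list alone). Among them, *Irf1*, an interferon-induced transcription factor, was 36.0 ± 5.61 CPM in TAC + Sol and 22.5 ± 4.80 CPM in Sham + Sol (mean ± SD, n = 3 mice per group), a log2 fold change of 0.68 (standard error 0.19, adjusted p = 0.995 from edgeR). As a list they had an adjusted p = 7.6e-12 from camera, and adjusted p = 0.274 with an estimated correlation. Their mean log2 level, centred over the 12 libraries, was 0.719 in TAC + Sol C, 0.114 in D and 0.263 in E. In Sham + Sol it was −0.398 in C, 0.321 in D and −0.118 in E, so the groups overlapped. All 7 genes of mesothelial (epicardial) cells were higher (median 0.68, adjusted p = 0.000320 from camera, 0.274 with an estimated correlation). So were all 14 adipocyte genes (median 0.75, adjusted p = 0.00957 from camera, 0.588 with an estimated correlation). The interferon list holds *Iigp1*, *Ifit3b* and *Ube2l6*, and the mesothelial list *Aldh1a2*. These are genes of Fig. 2d, which the study chose on these samples, so neither list is wholly independent of that choice. Of 16 clock genes 11 were higher (median 0.50, adjusted p = 0.00594 from camera, 0.354 with an estimated correlation). The adipocyte list lost its call without Sham + Sol C, Sham + Sol E or TAC + Sol E (adjusted p = 0.718, 0.107 and 0.903 from camera). Lower in TAC + Sol were 70 of 73 oxidative phosphorylation subunits (median −0.19, adjusted p = 8.4e-17 from camera, 0.354 with an estimated correlation). Also lower were 70 of 79 cytosolic ribosomal proteins (median −0.08, adjusted p = 5.2e-05 from camera, 0.588 with an estimated correlation, 1 when adjusted over the list alone). Of 14 hypoxia-inducible genes 10 were lower (median −0.16, adjusted p = 0.00442 from camera, 0.274 with an estimated correlation). Of 9 hypertrophic marker genes 6 were lower (median −0.31, adjusted p = 0.00824 from camera, 0.400 with an estimated correlation). *Nppb*, the B-type natriuretic peptide, was among them at 500.2 ± 155 CPM against 839 ± 128 CPM. Macrophage (8 of 9 lower), fatty acid oxidation (13 of 16 lower) and glucocorticoid-responsive genes (9 of 11 lower) had adjusted p = 0.0239, 0.0461 and 9.4e-05 from camera, and 0.588, 0.588 and 0.354 with an estimated correlation. Single libraries carried some of these calls. Adjusted p from camera was 0.247 (clock), 0.134 (hypertrophic), 0.504 (macrophage) and 0.0804 (fatty acid oxidation) without Sham + Sol E, and 0.0650 (hypertrophic) and 0.385 (fatty acid oxidation) without Sham + Sol C. It was 0.0524 (clock), 0.133 (hypertrophic), 0.253 (macrophage), 0.208 (fatty acid oxidation) and 0.0736 (glucocorticoid) without TAC + Sol D, and 0.114 (ribosomal) and 0.639 (fatty acid oxidation) without TAC + Sol C. The lists of atrial cardiomyocytes, smooth muscle, endothelial cells, fibroblasts, ventricular cardiomyocytes, MEF2 factors with their described targets and the cell cycle did not pass (adjusted p = 0.270, 0.111, 0.190, 0.816, 0.0898, 0.956 and 0.189 from camera). Without TAC + Sol D those of smooth muscle (0.0449), endothelial cells (0.0132) and ventricular cardiomyocytes (0.00441) passed, as did smooth muscle without Sham + Sol E (0.0361) and ventricular cardiomyocytes without Sham + Sol D (0.0351). Of 10668 genes tested by edgeR, 0 were called, the lowest adjusted p was 0.995, and 387 (3.63%) had an unadjusted p under 0.05. By glmLRT 0 were called and by DESeq2 11. The groups did not overlap for 1011 genes (9.48%), where chance gives 10%. Leaving out Sham + Sol C gave 4 called genes, and leaving out TAC + Sol E gave 1.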

In parallel, some genes affected by Sham + Sol had a reversed pattern of expression in TAC + AT (Fig. 2a, blue boxes). 

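*Alcam* and *Prune2*, which passed for Atenolol in sham hearts, also passed in TAC + AT vs Sham + AT with the opposite sign. The 2 comparisons share the Sham + AT libraries with opposite signs, so a deviation of that group alone gives this pattern. *Alcam*, raised by Atenolol in sham hearts, was 4.16 ± 2.73 CPM in TAC + AT (mean ± SD, n = 3 mice). Against Sham + AT this was a log2 fold change of −2.36 (standard error 0.44, adjusted p = 0.143 from edgeR). *Prune2*, which fell with Atenolol in sham hearts by 1.54 on the log2 scale (adjusted p = 0.114 from edgeR), was 254 ± 28.7 CPM in TAC + AT and 61.7 ± 25.7 CPM in Sham + AT. This was a rise of 2.04 (standard error 0.26, adjusted p = 0.0521 from edgeR; ENSMUSG00000039126, chromosome 19, 16956118 to 17223932 of mm10). For Atenolol in TAC mice (TAC + AT vs TAC + Sol) the log2 fold changes of *Alcam* and *Prune2* were −0.80 and 1.01 (adjusted p = 0.572 and 0.425 from edgeR), and neither passed. *Errfi1* was 24.4 ± 2.57 CPM in TAC + AT, a log2 fold change of −2.88 (standard error 0.43, adjusted p = 0.106 from edgeR) against Sham + Sol. *S1pr1*, the receptor of sphingosine 1-phosphate on endothelium (ENSMUSG00000045092, chromosome 3, 115710433 to 115715072), was 77.3 ± 10.4 CPM in TAC + AT and 201 ± 27.7 CPM in Sham + Sol (−1.38, adjusted p = 0.106 from edgeR). *Hic1*, a transcriptional repressor, rose by 1.45 (adjusted p = 0.189 from edgeR). In TAC + AT against Sham + Sol, 19 of 20 immediate early genes (median log2 fold change −1.34, 3 called) and all 11 glucocorticoid-responsive genes (median −1.54, 3 called) were lower. These lists had adjusted p = 6.6e-17 and 2.2e-14 from camera, and 0.183 for each with an estimated correlation. Cell type markers were lower there too, all 14 adipocyte, 6 of 7 mesothelial, 8 of 10 smooth muscle and 8 of 9 macrophage genes (adjusted p = 0.0268, 0.0246, 0.0268 and 0.00681 from camera, and 0.694, 0.552, 0.552 and 0.552 with an estimated correlation). None of these 4 lists passed without TAC + AT B (adjusted p = 0.0830, 0.0826, 0.216 and 0.148 from camera) or TAC + AT F (0.466, 0.0821, 0.154 and 0.0561), and each was lost without 1 or more Sham + Sol libraries. That comparison called 22 genes, 3 higher and 19 lower, with 1018 at an unadjusted p under 0.05 from edgeR. For 2056 genes (19.3%) the groups did not overlap, where chance gives 10%. A test of the difference between the Atenolol effect in TAC and in sham mice called 0 genes in edgeR (1180 at an unadjusted p under 0.05, lowest adjusted p 0.269), 123 with glmLRT and 360 with DESeq2. Without Sham + AT D it called 492, without TAC + AT E 368, without Sham + Sol D 8 and without TAC + Sol C 2. Across genes, which are not independent replicates, the Atenolol effects in sham and in TAC hearts had a correlation of −0.0669. It turned positive without Sham + Sol C (0.0754), Sham + AT D (0.134) or TAC + AT F (0.0449). The 22 became 6 without Sham + Sol C and 0 without Sham + Sol D, TAC + AT B, TAC + AT E or TAC + AT F. It was 59 with glmLRT and 104 with DESeq2.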

A complete list of all DEGs is in Dataset S1. Most importantly, one predominant feature of the data is that the pattern of differentially expressed genes in TAC + Sol was in general reversed in TAC + AT (Fig. 2a, yellow boxes).

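Genes of interferon signalling and of the epicardium were lower in TAC + AT than in TAC + Sol. All 22 interferon and antigen presentation genes were lower in TAC + AT, with a median log2 fold change of −0.64. Over all genes edgeR's quasi-likelihood test called 0, glmLRT 2 and DESeq2 4, and adjusted over the list alone 12 passed the first. Their adjusted p was 4.3e-12 from camera, 0.173 with an estimated correlation. All 7 mesothelial genes were lower (median −1.09, 5 when adjusted over the list alone, adjusted p = 3.1e-07 from camera, 0.0663 with an estimated correlation). *Upk3b*, a mesothelial membrane protein, was 4.86 ± 6.82 CPM in TAC + AT and 53.5 ± 8.56 CPM in TAC + Sol (mean ± SD, n = 3 mice per group). The interferon list holds *Iigp1*, *Ifit3b* and *Ube2l6*, and the mesothelial list *Aldh1a2*. These are genes of Fig. 2d, which the study chose on these samples, so neither list is wholly independent of that choice. All 14 adipocyte genes were lower too (median −1.91, adjusted p = 1.3e-05 from camera, 0.342 with an estimated correlation). Their mean log2 level per library, centred over the 12, ran from −1.08 to 2.88 in TAC + Sol. Of 10 smooth muscle genes 9 were lower, and so were all 4 atrial genes (adjusted p = 0.000245 and 0.0164 from camera, 0.262 for each with an estimated correlation). The atrial list had adjusted p = 0.327 without TAC + AT F and 0.0555 without TAC + Sol E. TAC + AT B and F stood apart from E in several of these markers. For smooth muscle the mean level was −0.914 in B, −0.899 in F and 0.224 in E, with E within the TAC + Sol range of 0.0748 to 0.255. For mesothelial genes it was −1.35, −2.26 and 0.166 (TAC + Sol 0.769 to 1.17), and for adipocytes −2.34, −4.50 and 1.11. For interferon genes it was −0.254, −0.638 and −0.0594 (TAC + Sol 0.114 to 0.719). Oxidative phosphorylation subunits, lower in TAC + Sol, had no common direction in TAC + AT against TAC + Sol (34 higher, 39 lower, adjusted p = 0.985 from camera). They passed as higher without TAC + AT E (0.0354) and as lower without TAC + AT F (0.0280). Of 79 cytosolic ribosomal proteins 73 were lower in TAC + AT (median −0.10, adjusted p = 9.8e-05 from camera, 0.693 with an estimated correlation, and 0.0648 without TAC + Sol E). Of the genes in the paper's table for TAC + Sol, 61 were tested here. Of these, 60 had the direction of that table, 44 had the opposite sign in TAC + AT vs TAC + Sol, and for 42 the TAC + AT level lay closer to Sham + Sol than the TAC + Sol level did. The study chose those genes on these samples, and the 2 comparisons share the TAC + Sol libraries, so these counts are no evidence of a reversal. In simulated groups with no change 66.7% of all genes, and 92.9% of the 65 with the lowest p for TAC from edgeR, had opposite signs. Of the 65 genes chosen by that rule in the real data, 83.1% had opposite signs. The TAC effect under Atenolol (TAC + AT vs Sham + AT) shares no library with the TAC effect under solvent. Across genes, which are not independent replicates, the log2 fold changes had a correlation of −0.245. Without TAC + Sol E it was 0.0604, and with no low-count filter −0.0318. A TAC effect abolished by Atenolol would leave nothing to correlate, so this value does not test such a reversal.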

**Figure 2:**
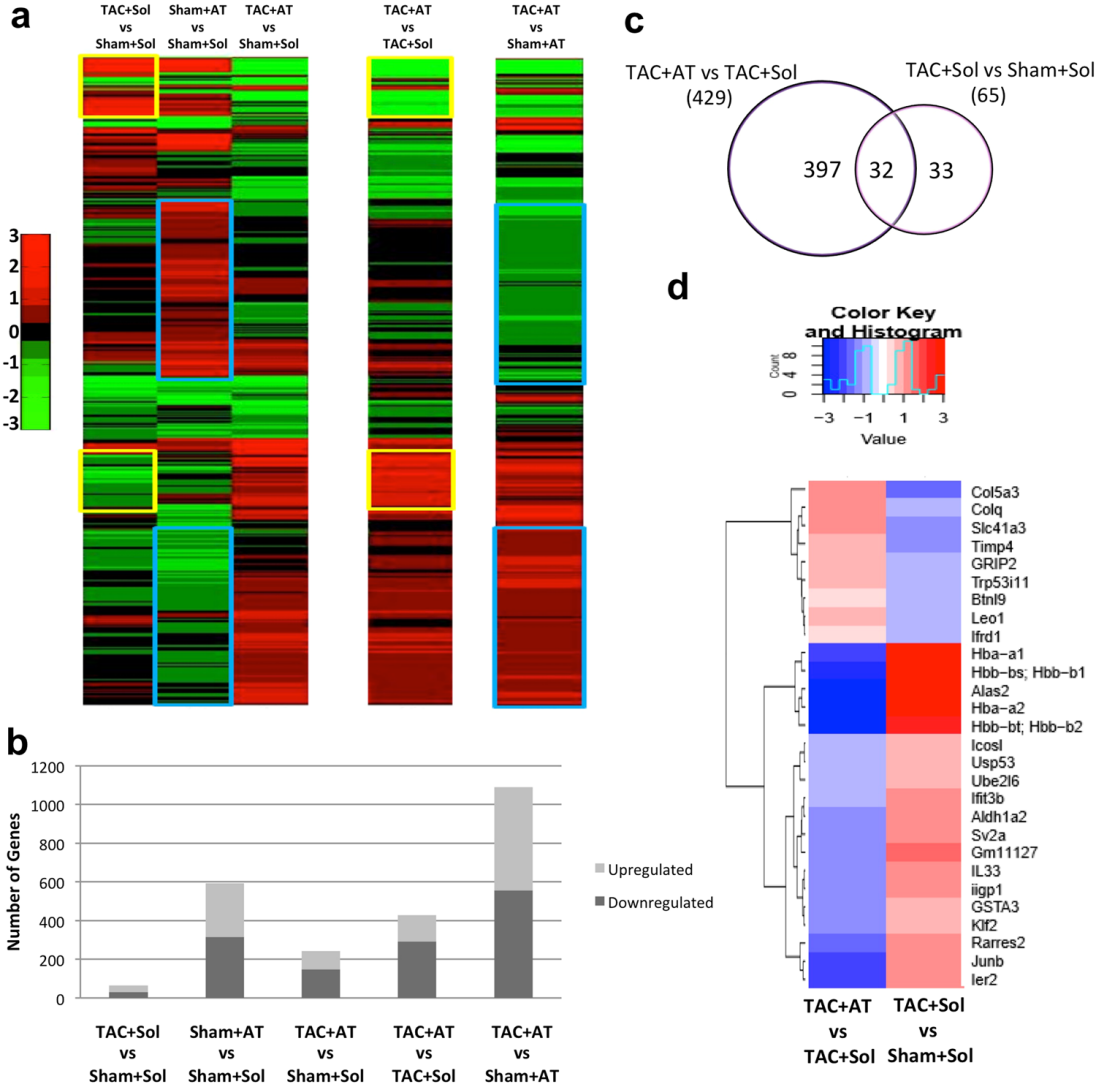
Changes in gene expression caused by aortic constriction is reversed by atenolol treatment. Four weeks after Atenolol treatment of TAC or Sham operated mice, RNA-seq analysis of whole tissue from the left ventricle was performed. Similar tissue was collected the Solvent control group (n = 3 per group). (**a**) A heatmap depicting changes in gene expression of 1571 protein coding genes. Genes are ordered based on hierarchical clustering. Genes up- or down-regulated by TAC alone, relative to control (leftmost column; yellow box). Effects of β-blocker (2^nd^ leftmost column; blue box). (**b**) The total number of up and downregulated genes in each condition. (**c**) A select group of genes (32) were differentially regulated in both the TAC + Sol vs Sham + Sol and TAC + AT vs TAC + Sol conditions. (**d**) A heatmap depicting the Fold Change values of TAC + AT vs TAC + Sham and TAC + Sol vs Sham + Sol.

To identify the potentially most biologically relevant DEG’s we focused on genes that were differentially expressed in both TAC + Sol vs Sham + Sol and TAC + AT vs TAC + Sol comparisons (32 genes), which comprised of nearly half of all DEGs in the TAC + Sol condition (Fig. 2c). 

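*Il33* and *Colq* changed with Atenolol in TAC hearts and had differences of opposite sign with TAC, in comparisons that share the TAC + Sol libraries. *Il33*, an alarmin cytokine of stromal cells (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718 of mm10), fell from 25.1 ± 3.27 CPM in TAC + Sol to 9.80 ± 3.41 CPM in TAC + AT (mean ± SD, n = 3 mice per group). This is a log2 fold change of −1.35 (standard error 0.23, adjusted p = 0.157 from edgeR). In Sham + Sol it was 12.3 ± 2.50 CPM, and the TAC difference of 1.02 (standard error 0.23, unadjusted p = 0.00111 from edgeR) did not pass in edgeR. *Colq*, which anchors acetylcholinesterase at synapses (ENSMUSG00000057606, chromosome 14, 31523082 to 31591343), rose from 6.85 ± 1.41 to 15.3 ± 1.15 CPM with Atenolol (1.16, standard error 0.19, adjusted p = 0.155 from edgeR). The TAC difference from 12.0 ± 1.84 CPM was −0.81 (standard error 0.19, unadjusted p = 0.00139 from edgeR). Both TAC differences passed by DESeq2 (adjusted p = 0.151 for each). Also lower in TAC + AT than in TAC + Sol were *Zfp36*, which destabilizes cytokine mRNA (−2.16, adjusted p = 0.135 from edgeR), *Rbm3*, a cold-inducible RNA-binding protein (−1.05), and *Nrip1*, a nuclear receptor corepressor (−0.66). *Rasl11b*, a small GTPase (1.27), *Sox18*, an endothelial transcription factor (0.95), *P4ha1* and *Cited4* rose. Of 26 tested genes of Fig. 2d, 17 were higher and 9 lower in TAC + Sol vs Sham + Sol (0 called over all genes, 17 and 8 adjusted over the list alone). Between TAC + AT and TAC + Sol 9 were higher and 17 lower (1 and 1 called, 4 and 16 adjusted over the list alone). These calls are those of edgeR's quasi-likelihood test. Over all genes 0 and 13 of the 26 passed by glmLRT in the 2 comparisons, and 4 and 14 by DESeq2. The study picked that list on these samples, so the counts adjusted over the list alone are not independent evidence. The list had adjusted p = 6.7e-05 and 3.1e-07 from camera in the 2 comparisons, and 0.274 and 0.0663 with an estimated correlation, and the first call was lost without TAC + Sol E. In edgeR 0 genes were called in both comparisons, because TAC + Sol vs Sham + Sol had 0 calls. For TAC + AT vs TAC + Sol it called 9 genes, 5 higher and 4 lower, and 981 (9.20%) had an unadjusted p under 0.05 from edgeR. The groups did not overlap for 1844 genes (17.3%), where chance gives 10%. The overlap was 0 with glmLRT and 5 with DESeq2, which called 126 and 187 genes in TAC + AT vs TAC + Sol. Leaving out TAC + Sol C, TAC + Sol D, TAC + AT B or TAC + AT F gave 0 calls there, and leaving out TAC + AT E gave 34.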

Figure 2d depicts the dynamic regulation of a sub-set of the 32 genes identified in Fig. 2c. 

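Immediate early genes had the lowest p of the 26 lists in TAC + AT vs TAC + Sol from camera at its preset correlation, and most were lower in TAC + AT. Of 20 tested, 19 were lower, with a median log2 fold change of −1.56. Of these, edgeR's quasi-likelihood test called 1 over all genes and 18 when adjusted over the list alone, and over all genes glmLRT called 12 and DESeq2 13. The member called by the first was *Zfp36* (ENSMUSG00000044786, chromosome 7, 28376784 to 28380253 of mm10), at 25.0 ± 2.92 CPM in TAC + AT and 112 ± 45.1 CPM in TAC + Sol (mean ± SD, n = 3 mice per group). *Nr4a1*, an orphan nuclear receptor induced by β-adrenergic signalling, was 15.6 ± 7.10 and 105 ± 60.3 CPM, a log2 fold change of −2.75 (standard error 0.86, adjusted p = 0.448 from edgeR). Together the 20 had an adjusted p = 1.6e-23 from camera, and adjusted p = 0.0663 with an estimated correlation. With that correlation the genes with MEF2 sites of Fig. S6, which the study chose on these samples, had the lowest unadjusted p of the lists (0.00294, against 0.00813 for immediate early genes). In TAC + Sol vs Sham + Sol, 12 of the 20 were higher and 8 lower (median 0.34, adjusted p = 0.0353 from camera, 0.588 with an estimated correlation). The call was lost without Sham + Sol E, TAC + Sol C or TAC + Sol D (adjusted p = 0.0999, 0.726 and 0.253 from camera). The immediate early list holds *Klf2*, *Junb* and *Ier2* of Fig. 2d, which the study chose on these samples, so it is not wholly independent of that choice. All 11 glucocorticoid-responsive genes were lower in TAC + AT than in TAC + Sol (median −1.21, 8 when adjusted over the list alone, adjusted p = 4.5e-06 from camera, 0.202 with an estimated correlation, and 0.245 without TAC + Sol E). Of them, 9 were also lower in TAC + Sol than in Sham + Sol. Across the 10668 genes the log2 fold changes of TAC + Sol vs Sham + Sol and of TAC + AT vs TAC + Sol had a correlation of −0.505 (genes are not independent replicates), and 62.3% of genes had opposite signs. In 20 simulations of groups with no change that share the TAC + Sol libraries in the same way, the correlation was −0.513 on average (range −0.545 to −0.466) and 66.7% of genes had opposite signs. Leaving out 1 library moved the correlation between −0.629 (without Sham + Sol D) and −0.287 (without Sham + Sol C). From the opposite directions of genes in the 2 comparisons, the paper concludes that Atenolol reverses the effect of TAC on gene expression. It also reports RT-qPCR of a set of these genes in the same treatment conditions, which was not re-analysed here.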

In general, genes that were upregulated in TAC + Sol relative to Sham + Sol were downregulated in TAC + AT vs TAC + Sol, and vice versa for downregulated genes, demonstrating that Atenolol reverses the effect of TAC on gene expression in the heart. Among these genes were *Klf2*, *Junb*, *Ier2* (immediate early response 2), *A*l*as2* (delta-aminolevulinic acid synthase 2, two ubiquitin related proteins *Ube2l6* (E2 ubiquitin ligase) and *Usp53* that are upregulated in TAC, while Atenolol reduces their expression in response to TAC. 

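Each of the 6 genes was higher in TAC + Sol than in Sham + Sol and lower in TAC + AT than in TAC + Sol, and none of these differences passed the threshold over all genes in edgeR's quasi-likelihood test. *Klf2*, a transcription factor of endothelial quiescence (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656 of mm10), was 62.0 ± 21.9 CPM in Sham + Sol, 93.4 ± 35.2 in TAC + Sol and 39.3 ± 5.25 in TAC + AT (mean ± SD, n = 3 mice per group). *Junb*, a subunit of AP-1 (ENSMUSG00000052837, chromosome 8, 84974484 to 84978718), was 27.3 ± 14.3, 64.7 ± 37.5 and 20.1 ± 5.13 CPM in the same order. *Ier2*, an immediate early gene (ENSMUSG00000053560, chromosome 8, 84661331 to 84662852), was 24.4 ± 12.9, 50.7 ± 31.6 and 14.5 ± 2.79 CPM. *Alas2*, the first enzyme of heme synthesis in erythroid cells (ENSMUSG00000025270, chromosome X, 150547375 to 150570638), was 20.4 ± 25.8, 50.8 ± 15.5 and 9.07 ± 5.33 CPM. *Ube2l6*, the conjugating enzyme for the ubiquitin-like ISG15 (ENSMUSG00000027078, chromosome 2, 84798828 to 84810335), was 16.3 ± 7.93, 26.3 ± 3.36 and 13.3 ± 3.20 CPM. *Usp53*, of the ubiquitin-specific protease family (ENSMUSG00000039701, chromosome 3, 122931493 to 122984510), was 7.33 ± 0.531, 12.3 ± 2.15 and 7.38 ± 1.60 CPM. For TAC the log2 fold changes were 0.59 for *Klf2*, 1.24 for *Junb*, 1.05 for *Ier2*, 1.32 for *Alas2*, 0.69 for *Ube2l6* and 0.75 for *Usp53*. Their standard errors were 0.29, 0.52, 0.52, 0.82, 0.29 and 0.18, with an adjusted p of 0.995 for each from edgeR. *Usp53* had the lowest unadjusted p of the 6 in edgeR, 0.00200, and every TAC + Sol library lay above every Sham + Sol library. It passed by DESeq2 (adjusted p = 0.151) and not by glmLRT (adjusted p = 0.638). For Atenolol in TAC mice they were −1.25, −1.69, −1.81, −2.48, −0.99 and −0.74 in the same order. The standard errors were 0.29, 0.53, 0.53, 0.86, 0.30 and 0.18, with adjusted p = 0.384, 0.448, 0.432, 0.456, 0.446 and 0.423 from edgeR. In the second comparison *Klf2* and *Ier2* passed without TAC + Sol E (log2 fold changes of −1.53 and −2.25), and all of the 6 but *Alas2* passed by glmLRT and by DESeq2. *Alas2* in TAC + Sol vs Sham + Sol was 3.20 without Sham + Sol D, the 1 sham library with high *Alas2*.

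**Figure D1:**
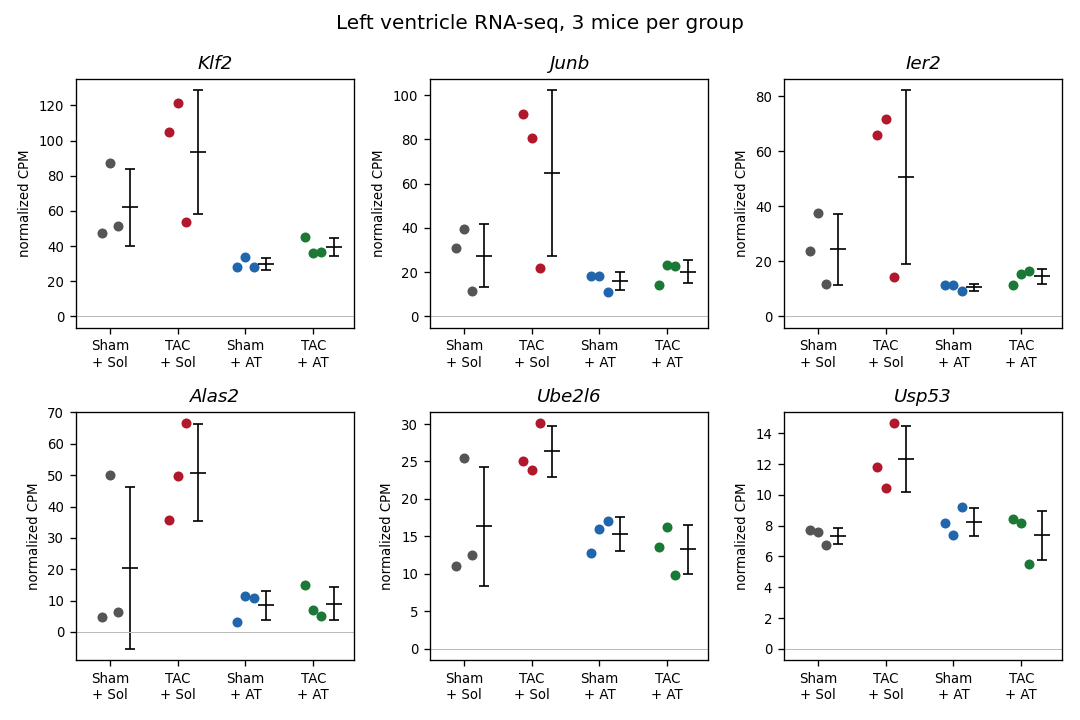
Normalized CPM of 6 genes in each left ventricle library, by group; each point is 1 mouse, and the black line is the mean with bars of 1 SD (n = 3 mice per group, linear axes). *Klf2*, *Junb* and *Ier2* have 1 low library in TAC + Sol (E), and *Alas2* has 1 high library in Sham + Sol (D).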

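Hemoglobin transcripts were higher in all 3 TAC + Sol libraries than in Sham + Sol C and E and lower in TAC + AT, with wide spread between mice. *Hba-a1*, an α-globin gene (ENSMUSG00000069919, chromosome 11, 32283511 to 32284465 of mm10), was 128 ± 155 CPM in Sham + Sol, 386 ± 130.0 in TAC + Sol and 81.1 ± 37.9 in TAC + AT (mean ± SD, n = 3 mice per group). *Hbb-bs*, a β-globin gene (ENSMUSG00000052305, chromosome 7, 103826534 to 103828096), was 452 ± 589, 1167 ± 246 and 217 ± 93.6 CPM in the same order. The near-identical copies *Hba-a2* (ENSMUSG00000069917, chromosome 11, 32296489 to 32297298) and *Hbb-bt* (ENSMUSG00000073940, chromosome 7, 103812524 to 103813996) moved alike; how reads divide within each pair of copies is uncertain. For TAC the log2 fold changes of *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt* were 1.59, 1.56, 1.37 and 1.55 (standard errors 0.86, 0.88, 0.86 and 0.78, adjusted p = 0.995 for each from edgeR). For Atenolol in TAC mice they were −2.25, −2.56, −2.43 and −2.47 with standard errors of 0.88, 0.91, 0.90 and 0.81. Their adjusted p was 0.475, 0.456, 0.466 and 0.453 from edgeR's quasi-likelihood test, and 0 of the 4 passed. *Hbb-bt* passed by glmLRT (adjusted p = 0.174) and by DESeq2 (adjusted p = 0.164), and the other 3 by neither. All 8 tested erythroid genes, which include these 4, were higher in TAC + Sol (median 1.34, 0 when adjusted over the list alone, adjusted p = 3.1e-07 from camera, 0.274 with an estimated correlation). All 8 were lower in TAC + AT than in TAC + Sol (median −2.34, 6 when adjusted over the list alone, adjusted p = 1.5e-08 from camera, 0.0707 with an estimated correlation). *Alas2* and the 4 hemoglobin genes are genes of Fig. 2d, which the study chose on these samples. The 2 comparisons also share the TAC + Sol libraries, so the list is not independent evidence of a reversal. In Sham + Sol the *Hba-a1* level was 28.5 CPM in C, 307 in D and 48.4 in E. Without Sham + Sol D its TAC log2 fold change was 3.33.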

The upregulation of α and β chains of hemoglobin seen in TAC + Sol were also reversed by Atenolol treatment, an important feature since elevated hemoglobin has been associated with cardiac death^38^. On the other hand *Ifrd1* (also known as PC4; Tis7) is a known co-factor of MEF2 in skeletal myoblasts that contributes to skeletal myogenesis^39^ is downregulated with TAC, but atenolol treatment induces expression relative to TAC + Sol. 

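*Ifrd1*, a transcriptional coregulator of muscle differentiation (ENSMUSG00000001627, chromosome 12, 40201567 to 40248504 of mm10), was 73.0 ± 7.63 CPM in Sham + Sol, 59.3 ± 37.0 in TAC + Sol and 61.4 ± 7.25 in TAC + AT (mean ± SD, n = 3 mice per group). The TAC + Sol mice differed among themselves, at 39.2 CPM in C, 36.7 in D and 102 in E. The log2 fold change with TAC was −0.30 (standard error 0.32, adjusted p = 0.995 from edgeR) and with Atenolol in TAC mice 0.05 (standard error 0.32, adjusted p = 0.972 from edgeR), so no difference was detectable in either comparison. Without TAC + Sol E the 2 values were −0.94 and 0.69, and the second was −0.17 without TAC + Sol C, −0.20 without TAC + Sol D and −0.04 without TAC + AT F.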

Down-regulation of tissue inhibitors of metalloproteinases (Timps) and upregulation of matrix metalloproteinases is also associated with extracellular matrix remodelling during heart failure^40, 41^. 

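*Timp4*, an inhibitor of matrix metalloproteinases expressed in the heart (ENSMUSG00000030317, chromosome 6, 115241892 to 115252205 of mm10), was 69.9 ± 20.9 CPM in Sham + Sol, 38.9 ± 24.6 in TAC + Sol and 47.7 ± 15.3 in TAC + AT (mean ± SD, n = 3 mice per group). The TAC + Sol libraries were at 25.1 CPM in C, 24.4 in D and 67.4 in E. Its log2 fold change with TAC was −0.85 (standard error 0.41, adjusted p = 0.995 from edgeR) and with Atenolol in TAC mice 0.29 (standard error 0.41, adjusted p = 0.829 from edgeR). Neither passed the threshold, and without TAC + Sol E the values were −1.50 and 0.95.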

In our data, *Timp*-*4*, was downregulated with TAC and upregulated with Atenolol treatment. *Timp*-*4* downregulation has also been associated with left ventricular dilatation in heart failure in humans^42^. It is important to point out that our analysis isolated poly-A containing transcripts, so any lncRNAs without this modification would not be detected in our analysis. However, our analysis did indicate that there are 84 differentially expressed lncRNA across all conditions (Supplementary Fig. S3 and Dataset S2).

We used a functional annotation clustering tool^43, 44^ to group terms with related biological meaning into annotation clusters. The enrichment score of each annotation cluster is the -log geometric mean of p-values of each annotation term within the cluster (eg. an enrichment score of >1.3 is equivalent to non-log scale p < 0.05). Therefore the higher the enrichment score, the more likely these annotations have a biologically relevant role. Annotation terms were manually selected from the list of representative terms generated within each cluster. The ten clusters with the highest enrichment score from each treatment are shown in Fig. 3. 

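In TAC + Sol against Sham + Sol, the members of the paper's clusters went both ways. Of 11 tested genes in its cluster for cell proliferation, 6 were higher and 5 lower. *Thbs1* was 24.0 ± 10.3 CPM in TAC + Sol and 86.9 ± 61.1 CPM in Sham + Sol (mean ± SD, n = 3 mice per group). Its log2 fold change was −1.86 (standard error 0.60, adjusted p = 0.995 from edgeR). *Aldh1a2*, an enzyme of retinoic acid synthesis, was 14.8 ± 3.02 and 7.97 ± 4.74 CPM. Of 11 tested genes for immune system development, 7 were higher and 4 lower. The higher ones include the hemoglobin genes and *Icosl*, a T cell costimulatory ligand, at 18.9 ± 1.55 and 11.3 ± 0.781 CPM (0.74, standard error 0.20). Of 4 genes for cell motion, *Bmp10*, a growth factor of atrial cardiomyocytes, was higher (47.5 ± 59.1 against 5.79 ± 9.69 CPM) and *Thbs1*, *Bcl6* and *S1pr1* were lower. All 5 genes of the cluster for apoptosis (*Gadd45g*, *1810011O10Rik*, *Csrnp1*, *Ddit4* and *Sgk1*) were lower in TAC + Sol. *Sgk1* was 110.2 ± 7.71 against 187 ± 67.0 CPM (−0.76, standard error 0.24, unadjusted p = 0.00906 from edgeR). Of 9 genes for the extracellular region, 4 were higher and 5 lower. At an unadjusted p under 0.05 from edgeR were 6, 4, 2, 3 and 4 genes of these clusters in turn, and edgeR called 0 over all genes. The clusters were drawn from genes the study called on these samples, so they are not independent evidence of a direction.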

TAC + Sol (Fig. 3a) contained clusters enriched for cell proliferation, the immune system, cell migration and apoptosis. The most critical comparison was between TAC + Sol and TAC + AT (Fig. 3b). Annotation clusters were related to the extracellular matrix, collagen and heparin binding, and also muscle protein. 

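Most of the listed genes of fibrosis and matrix were higher in TAC + AT than in TAC + Sol. *P4ha1*, a subunit of the prolyl hydroxylase that collagen folding needs and a hypoxia-inducible gene (ENSMUSG00000019916, chromosome 10, 59323296 to 59373304 of mm10), rose from 80.5 ± 11.8 to 166 ± 37.9 CPM (mean ± SD, n = 3 mice per group). This is a log2 fold change of 1.04 (standard error 0.16, adjusted p = 0.135 from edgeR). *Serpinh1*, the collagen chaperone HSP47 (ENSMUSG00000070436, chromosome 7, 99345376 to 99353239), was 311 ± 61.7 CPM in TAC + AT and 175 ± 21.6 CPM in TAC + Sol. *Col5a1*, a fibrillar collagen chain, was 60.8 ± 6.31 and 39.9 ± 2.85 CPM. Their log2 fold changes were 0.83 and 0.61 (adjusted p = 0.384 and 0.467 from edgeR). Of 21 genes of fibrosis and the extracellular matrix, 18 were higher and 3 lower, with a median log2 fold change of 0.47. By edgeR's quasi-likelihood test 0 were called over all genes and 7, all higher, when adjusted over the list alone. *Serpinh1* passed over all genes by glmLRT and by DESeq2. The list had an adjusted p = 4.5e-06 from camera, adjusted p = 0.262 with an estimated correlation, and adjusted p = 0.130 without TAC + AT E. Its mean log2 level, centred over the 12 libraries, was 0.750 in TAC + AT E, while B (−0.168) and F (−0.0232) lay within the TAC + Sol range of −0.482 to 0.0803. Of 14 hypoxia-inducible genes 10 were higher (median 0.24, 1 called, 3 when adjusted over the list alone, adjusted p = 9.7e-05 from camera, 0.0707 with an estimated correlation). Fibroblast marker genes had no common direction (4 higher, 4 lower, adjusted p = 0.985 from camera), nor had macrophage genes (3 higher, 6 lower, 0.318) or endothelial genes (7 higher, 4 lower, 0.141). Macrophage genes passed as lower without TAC + AT E (adjusted p = 0.00130 from camera), and endothelial genes as higher without TAC + AT B (0.0299) or TAC + Sol D (0.0171).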

To draw out a more gene specific comparison, two representative GO clusters from Fig. 3b are illustrated in Fig. 3c corresponding to the ‘muscle protein’ (left) and ‘heparin binding’ (right) identifiers. Terms within each annotation are on the X axis, while each gene associated with these terms is on the Y axis. Genes that were upregulated are red and genes that were downregulated are green. Fourteen genes were associated within the ‘muscle protein’ cluster. 

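*Acta1*, *Myh7*, *Mybpc2* and *Des*, which the study picked on these samples, were higher in TAC + AT than in TAC + Sol hearts, without passing the threshold in edgeR's quasi-likelihood test. Of 13 genes of the ventricular sarcomere and calcium handling, listed apart from the study, 8 were higher and 5 lower (median 0.08, adjusted p = 0.318 from camera, 0.764 with an estimated correlation, and 0.0153 without TAC + AT E). *Acta1*, skeletal α-actin (ENSMUSG00000031972, chromosome 8, 123891769 to 123894751 of mm10), was 4733 ± 1227 CPM in TAC + AT and 1264 ± 391 CPM in TAC + Sol (mean ± SD, n = 3 mice per group). *Myh7*, the slow β-myosin heavy chain (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626), was 3445 ± 1497 and 1394 ± 370.1 CPM. *Mybpc2*, the fast skeletal myosin-binding protein C (ENSMUSG00000038670, chromosome 7, 44501699 to 44524656), was 55.7 ± 1.66 and 33.6 ± 12.9 CPM. *Des*, the intermediate filament desmin (ENSMUSG00000026208, chromosome 1, 75360329 to 75368579), was 2442 ± 268 and 1576 ± 84.8 CPM. For *Acta1*, *Myh7*, *Mybpc2* and *Des* the log2 fold changes were 1.91, 1.31, 0.73 and 0.63. The standard errors were 0.53, 0.31, 0.43 and 0.26, with adjusted p = 0.432, 0.384, 0.609 and 0.505 from edgeR's quasi-likelihood test. *Acta1* and *Myh7* passed with glmLRT (adjusted p = 0.0730 and 0.0327) and with DESeq2 (adjusted p = 0.0353 and 0.00708).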

Some upregulated genes of note include *Mybpc2*, *Myh7*, *Acta1* and *Des*. Interestingly two of the affected genes were E3 ubiquitin ligases *Trim63* and *T*r*im72*. 

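*Trim63* (ENSMUSG00000028834, chromosome 4, 134315120 to 134329629 of mm10) encodes a muscle-specific ubiquitin ligase that marks sarcomere proteins for degradation. It was 175 ± 4.65 CPM in TAC + AT and 251 ± 50.3 CPM in TAC + Sol (mean ± SD, n = 3 mice per group), a log2 fold change of −0.52 (standard error 0.17, adjusted p = 0.453 from edgeR), which did not pass the threshold.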

*Trim63*, (also called MuRF1) was downregulated and has been previously associated with muscle atrophy^45^. *Trim72* (or MG53) was upregulated and is associated with membrane stability has been reported to target the insulin receptor for degradation^46^. 

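*Trim72* (ENSMUSG00000042828, chromosome 7, 128003949 to 128011033 of mm10), whose protein takes part in membrane repair in striated muscle, was 458 ± 105 CPM in TAC + AT and 296 ± 37.8 CPM in TAC + Sol (mean ± SD, n = 3 mice per group), a log2 fold change of 0.63 (standard error 0.22, adjusted p = 0.456 from edgeR). The difference did not pass the threshold.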

In general genes associated with the heparin binding cluster were downregulated in TAC + AT compared to TAC + Sol. 

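Of the 16 heparin binding genes of Fig. 3c, 12 were lower and 4 higher in TAC + AT than in TAC + Sol, with a median log2 fold change of −0.99. Among the lower ones, *Gpcpd1*, a glycerophosphodiesterase, was 149 ± 14.5 CPM in TAC + AT and 320.3 ± 35.9 CPM in TAC + Sol (mean ± SD, n = 3 mice per group). This is a log2 fold change of −1.10 (standard error 0.21, adjusted p = 0.259 from edgeR). *Ptprc*, the leukocyte antigen CD45, was 7.66 ± 1.99 and 19.4 ± 6.13 CPM (−1.34, standard error 0.56). *Enpp2*, autotaxin, which makes lysophosphatidic acid, was 14.0 ± 4.75 and 33.4 ± 9.63 CPM (−1.25, standard error 0.59). The higher ones were *Serpine2* (0.56), *Col5a3* (0.72), *Col15a1* and *Adamts8*. *Col15a1*, a basement membrane collagen (ENSMUSG00000028339, chromosome 4, 47208161 to 47313167 of mm10), was 152 ± 34.8 and 86.9 ± 16.2 CPM (0.81, standard error 0.34, adjusted p = 0.507 from edgeR). Over all genes edgeR's quasi-likelihood test called 0 of the 16, glmLRT 3 and DESeq2 4, all lower. *Gpcpd1* (adjusted p = 0.00335 from glmLRT and 0.000283 from DESeq2), *Adamts1* and *Vit* passed by both. Adjusted over the list alone in the quasi-likelihood test 1 was higher and 8 lower, which is not independent evidence since the study chose the list on these samples. The list had an adjusted p = 1.6e-06 from camera, and adjusted p = 0.0663 with an estimated correlation. Its mean log2 level, centred over the 12 libraries, was −0.731 in TAC + AT B and −1.23 in F, while E (0.235) lay within the TAC + Sol range of 0.0228 to 0.564. B and F were also the lowest TAC + AT libraries for adipocyte markers (−2.34 and −4.50, and 1.11 in E) and mesothelial markers (−1.35 and −2.26, and 0.166 in E).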

Consistent with the high glycosaminoglycan binding properties of the protein products of these genes, several genes within this cluster are related to the extracellular space. Ccn1 (gene name in Fig. 3 is Cyr61) is a matricellular protein whose expression has been associated with heart failure^47^. 

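*Cyr61* (ENSMUSG00000028195, chromosome 3, 145646976 to 145649981 of mm10) was 81.8 ± 29.6 CPM in TAC + AT and 185 ± 86.6 CPM in TAC + Sol (mean ± SD, n = 3 mice per group). Its log2 fold change was −1.18 (standard error 0.55, adjusted p = 0.549 from edgeR), a difference of about the size of the spread between mice that did not pass the threshold.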

Mice deficient for Col15a1 (type XV collagen) also have heart defects^48, 49^. 

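*Adamts1*, a secreted metalloproteinase that cleaves proteoglycans (ENSMUSG00000022893, chromosome 16, 85793827 to 85803113 of mm10), was 43.8 ± 3.43 CPM in TAC + AT and 94.99 ± 2.54 CPM in TAC + Sol (mean ± SD, n = 3 mice per group). Its log2 fold change was −1.12 (standard error 0.21, adjusted p = 0.225 from edgeR's quasi-likelihood test), just short of the threshold. *Adamts1* passed with glmLRT (adjusted p = 0.00168) and DESeq2 (adjusted p = 0.000264). *Adamts8*, of the same family (ENSMUSG00000031994, chromosome 9, 30942562 to 30963838), was 35.1 ± 56.9 CPM in TAC + AT and 16.3 ± 5.73 CPM in TAC + Sol. The TAC + AT libraries held 3.47 CPM in B, 101 in E and 1.09 in F, and the log2 fold change of 1.11 (standard error 1.23, adjusted p = 0.779 from edgeR) became −2.82 without TAC + AT E.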

Adamts1 and 8, two matrix metalloproteinases, are also known to be anti-angiogenic^50^. Precise expression of Adamts1 during embryogenesis is involved with trabeculation of the heart but its role in the adult heart is not yet clear^51^.

**Figure 3:**
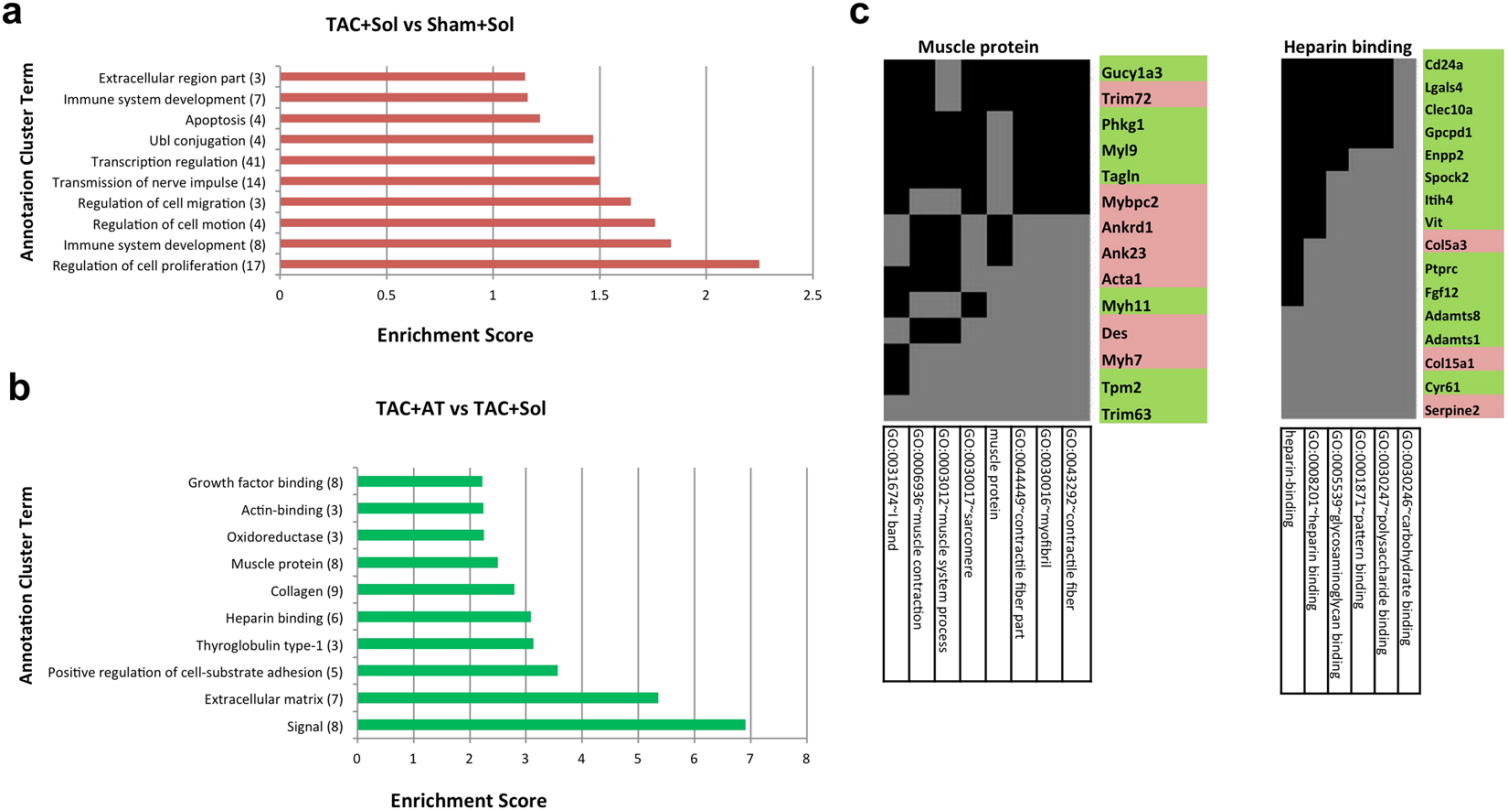
Biological implications based on functional annotation gene clustering. Function annotation clusters identified by DAVID of differentially expressed genes between (**a**) TAC + Sol and Sham + Sol or (**b**) TAC + AT vs TAC + Sol. Annotation clusters were identified using default settings with medium stringency. Beside each annotation is the number of representative terms associated within each cluster. (**c**) Two representative clusters from TAC + AT vs TAC + Sham. Representative terms within each cluster are on the X axis. Genes within each GO term are on the Y axis. Left: ‘Muscle protein’ (7 genes up, 7 down, 14 total). Right ‘Heparin binding’ (3 up genes, 13 down, 16 total). Grey indicates association of a gene with a representative term. Genes shaded red or green were up- or down-regulated, respectively.

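Of 20 core apoptosis genes, listed apart from the study, 10 were higher and 10 lower in TAC + Sol than in Sham + Sol, with a median log2 fold change of 0.00 (adjusted p = 0.633 from camera). In all, 0 were called over all genes or adjusted over the list alone. *Bnip3*, a mitochondrial protein that promotes cell death, was 239 ± 41.5 CPM in TAC + Sol and 341 ± 92.2 CPM in Sham + Sol (mean ± SD, n = 3 mice per group). Its log2 fold change was −0.51 (standard error 0.21, adjusted p = 0.995 from edgeR). *Mcl1*, an antiapoptotic BCL2 relative, was 281 ± 9.38 and 249.8 ± 20.7 CPM (0.17, standard error 0.09). With Atenolol in TAC mice 8 of the 20 were higher and 12 lower (median −0.06, adjusted p = 0.445 from camera, 2 lower in edgeR when adjusted over the list alone). Over all genes edgeR's quasi-likelihood test called 0 of them, glmLRT 1 and DESeq2 2. *Bcl2l11*, the proapoptotic BIM, was 9.99 ± 1.69 against 18.0 ± 8.00 CPM and *Birc3*, an inhibitor of apoptosis, 10.2 ± 0.962 against 15.4 ± 3.08 CPM. Of 21 fibrosis and extracellular matrix genes, 6 were higher and 15 lower in TAC + Sol than in Sham + Sol (median −0.19, adjusted p = 0.00424 from camera, 0.588 with an estimated correlation, 0 when adjusted over the list alone). The call was lost without Sham + Sol E or TAC + Sol D (adjusted p = 0.116 and 0.208). *Fbn1*, the microfibril protein fibrillin 1, was 52.9 ± 15.7 and 85.4 ± 21.4 CPM (−0.69, standard error 0.35). Of the 9 tested genes in the paper's cluster for the extracellular region, 7 had opposite signs in the 2 comparisons, which share the TAC + Sol libraries, and of the 5 in its cluster for apoptosis 0 did. All 5 were lower in TAC + Sol than in Sham + Sol, 3 at an unadjusted p under 0.05 from edgeR and 0 called. The study drew both clusters from genes called on these samples, so neither is independent evidence.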

In general, these data demonstrate that during TAC + Sol treatment genes associated with apoptosis and remodeling of the extracellular matrix are upregulated and Atenolol treatment remarkably reverses many of these transcriptome changes. In addition, TAC + AT resulted in an upregulation of muscle protein encoding genes that are collectively associated with improved muscle function.

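Of the 14 muscle protein genes of Fig. 3c, 7 were higher and 7 lower in TAC + AT than in TAC + Sol. *Ankrd23*, a stretch-responsive ankyrin repeat protein of the sarcomere, was 926 ± 260.3 CPM in TAC + AT and 503 ± 159.8 CPM in TAC + Sol (mean ± SD, n = 3 mice per group). Its log2 fold change was 0.88 (standard error 0.30, adjusted p = 0.456 from edgeR), and *Ankrd1* was higher by 0.87 on the log2 scale. *Tagln*, transgelin of smooth muscle (ENSMUSG00000032085, chromosome 9, 45929619 to 45936058 of mm10), was 48.7 ± 39.1 and 103 ± 19.6 CPM (−1.08, standard error 0.46, adjusted p = 0.517 from edgeR). *Myh11*, *Tpm2* and *Myl9* were lower at −0.66, −0.58 and −0.35, and *Myl9* was 0.08 without TAC + AT F. *Trim63* was lower too (−0.52). The list of smooth muscle markers also holds *Tagln*, *Myh11*, *Tpm2* and *Myl9*. Its mean log2 level was −0.914 in TAC + AT B, −0.899 in F and 0.224 in E (centred over the 12 libraries). Over all genes edgeR's quasi-likelihood test called 0 of the 14. *Acta1* and *Myh7* passed by glmLRT and by DESeq2, and *Ankrd23* by DESeq2 (adjusted p = 0.156). Adjusted over the list alone in the quasi-likelihood test 7 were higher and 4 lower, which is not independent evidence since the study chose the list on these samples. The list had an adjusted p = 0.354 from camera, and 0.0493 without TAC + AT B. Of 9 hypertrophic marker genes 8 were higher and 1 lower (median 0.91). *Myh7*, *Acta1* and *Ankrd1* of Fig. 3c are among the 9, so this list is not wholly independent of the study's choice. The quasi-likelihood test called 0 of the 9, glmLRT 3 and DESeq2 4, and 7 were higher when adjusted over the list alone in the first. Their adjusted p was 5.2e-09 from camera, 0.0663 with an estimated correlation. *Nppb* (ENSMUSG00000029019, chromosome 4, 147985788 to 147987205) was 1246 ± 284 CPM in TAC + AT (1.32, standard error 0.28, adjusted p = 0.361 from edgeR). By echocardiography the paper reports lower LV mass in TAC + AT than in TAC + Sol, opposite in direction to these markers. Of 13 genes of the ventricular sarcomere and calcium handling 8 were higher and 5 lower (adjusted p = 0.318 from camera, and 0.0153 without TAC + AT E). Of 14 MEF2 factors and described targets 9 were higher and 5 lower (adjusted p = 0.592 from camera, median 0.11, mean −0.18). In TAC + AT vs Sham + AT that list passed as higher from camera, where 0 lists passed with an estimated correlation. It did not pass there without Sham + AT D or TAC + AT F (adjusted p = 0.466 and 0.115 from camera).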

### The role of *Klf2*, *Junb*, *Rarres2* and *Alas2* in cardiomyocyte hypertrophy and apoptosis

To verify the differential regulation of individual genes in response to TAC and Atenolol, as depicted in Fig. 2c and d in the transcriptomics data, we performed individual RT-qPCR on RNA samples from the same treatment conditions on 24 of the identified genes (Fig. 4a, Supplementary Fig. S4, S5). 

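Of the genes with MEF2 sites in Fig. S6, *Rarres2* and *Iigp1* stood higher in TAC + Sol than in Sham + Sol and lower in TAC + AT than in TAC + Sol. *Rarres2*, which encodes the adipokine chemerin (ENSMUSG00000009281, chromosome 6, 48569696 to 48572789 of mm10), was 68.2 ± 27.5 CPM in Sham + Sol, 121 ± 18.9 in TAC + Sol and 41.6 ± 15.5 in TAC + AT (mean ± SD, n = 3 mice per group). *Iigp1*, an interferon-induced GTPase (ENSMUSG00000054072, chromosome 18, 60376027 to 60392634), was 30.3 ± 9.45, 53.9 ± 29.7 and 22.8 ± 2.76 CPM in the same order. With TAC their log2 fold changes were 0.83 and 0.83 (standard errors 0.31 and 0.39, adjusted p = 0.995 for each from edgeR). With Atenolol in TAC mice they were −1.54 and −1.24 (standard errors 0.31 and 0.39, adjusted p = 0.311 and 0.449 from edgeR). None passed the threshold in edgeR's quasi-likelihood test with all 12 libraries. For the latter comparison *Rarres2* passed without TAC + AT E (−1.90) and *Iigp1* without TAC + Sol E (−1.62), and both passed by glmLRT and by DESeq2. In Sham + AT hearts *Klf2* was 29.8 ± 3.34 CPM and *Alas2* 8.48 ± 4.74 CPM, log2 fold changes from Sham + Sol of −1.06 and −1.26 (standard errors 0.29 and 0.83, adjusted p = 0.242 for *Klf2* from edgeR), and neither passed. Of the 8 tested genes with MEF2 sites, 5 were higher and 3 lower with TAC (median 0.71, adjusted p = 0.0534 from camera, 0.000796 without Sham + Sol D and 0.0244 without TAC + Sol D). Against TAC + Sol 3 were higher and 5 lower in TAC + AT (median −1.16, 0 called by the quasi-likelihood test and 4 by glmLRT, 5 lower when adjusted over the list alone, adjusted p = 9.8e-05 from camera, 0.0663 with an estimated correlation). The study chose these genes on these samples, so their directions are not independent evidence.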

Next, we selected some genes that were upregulated in TAC + Sol relative to Sham + Sol and downregulated in TAC + AT vs TAC + Sham (*Klf2*, *Junb*, *Rarres2*, *Iigp1* and *Alas2*) for further analysis. The rationale for choosing these particular genes was that they were dysregulated under TAC conditions and, importantly, their expression pattern was substantially reversed with Atenolol treatment indicating that they may be involved in pathological changes that can be potentially altered by drug therapy. Since two prominent features of progressive heart failure are cardiomyocyte hypertrophy and apoptosis, we attempted to further test the capacity of some of the identified genes in *vitro* using gain and loss of function analysis. For the gain of function (GOF) analysis we chose to exogenously *Klf2*, *Junb*, *Alas2* alone and in combination to assess their effects on induction of hypertrophy in the cardiac HL-1 cell line. In a subsequent experiment we also assessed the role of *rarres 2 in this context*. In terms of apoptosis induction we reasoned that the genes identified might be pro-apoptotic since they are elevated with TAC and downregulated by AT treatment in the TAC model. Therefore, to assess this we tested loss of function (LOF) of *Klf2*, *Junb*, *Rarres2*, *Iigp1* and *Alas2* gene products using siRNA mediated depletion under conditions of apoptotic induction by high level Isoproterenol (Iso) treatment in primary cardiomyocytes. The readout used for apoptotic induction was the ratio of cleaved Caspase 3 to total Caspase 3. First, RT-qPCR analysis confirmed that *Klf2*, *Junb*, *Rarres2*, and *Alas2* are upregulated in response to TAC, and Atenolol treatment reverses this effect (Fig. 4a) similar to what was observed with TAC and Atenolol treatment *in vivo* in the transcriptome data (Fig. 2). Next, cardiac HL-1 cells were transfected with GFP and expression plasmids for a number of genes of interest individually or in combination and the cells were stained for Wheat Germ Agglutinin (WGA) to visualize and quantitate the cell surface area as an index of cellular hypertrophy (representative images are included in Fig. 4b). Only GFP+ cells were quantified for this analysis. The bar graph (upper panel) indicates the mean size of HL-1 cells transfected with the indicated expression plasmids individually or in combination compared to the vector alone control and the bar graph (bottom panel) shows the mean size of HL1 cells transfected with *Rarres2* expression plasmid compared to the corresponding control. These preliminary data indicate that, of the genes tested, *Alas2*, *Junb, Klf2* and *Rarres2* may have a role in promoting cardiomyocyte hypertrophy since their exogenous expression in cultured HL-1 cells led to a statistically significant enhancement in cell surface area with *Rarres2*, *Alas2*, or *Klf2* alone. A combination of *Alas 2, Jun B* and *Klf2* also resulted in enhanced cell size (Fig. 4, p < 0.05).

**Figure 4:**
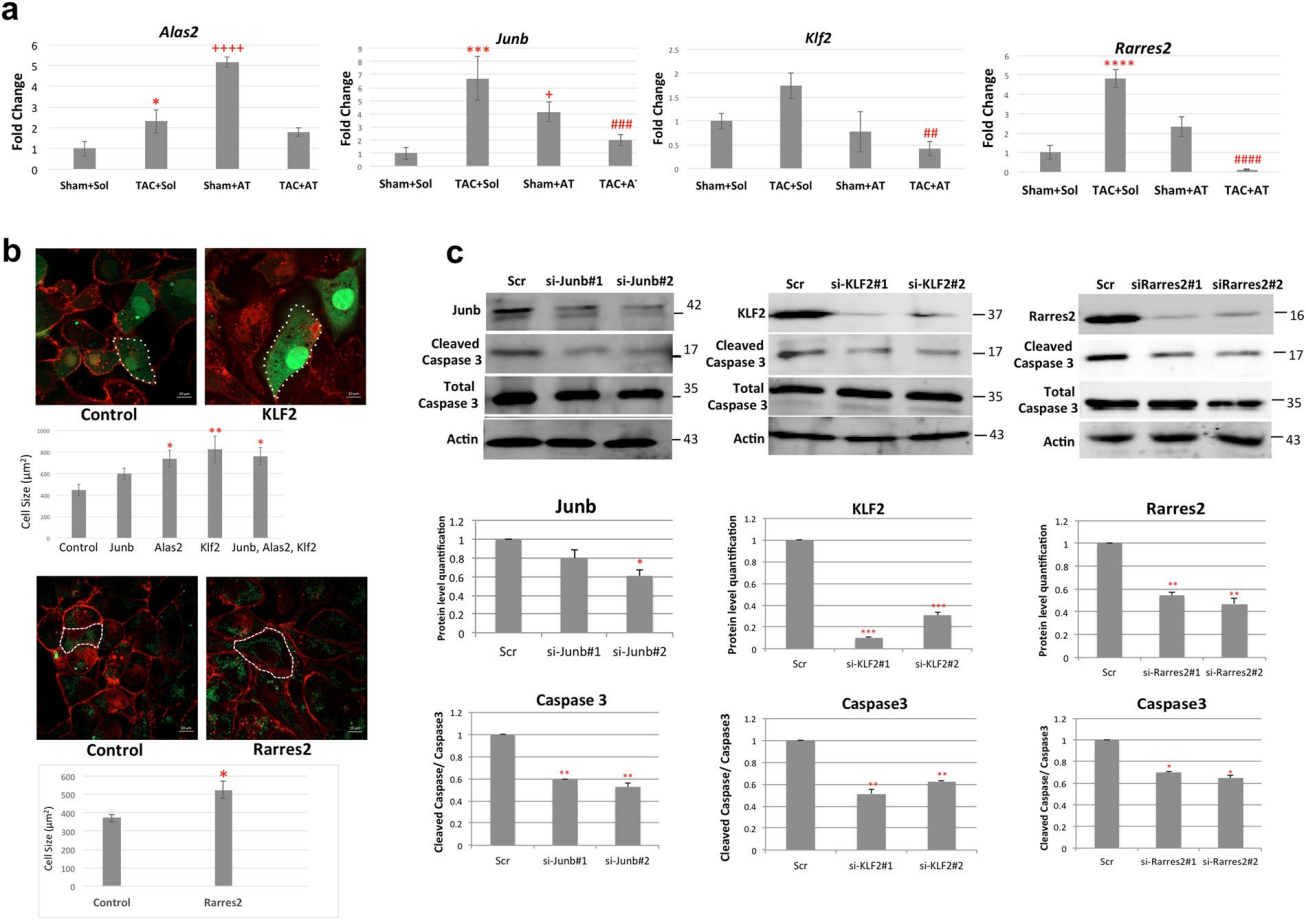
Role of Klf2, Junb, Rarres2 and Alas2 in cardiomyocyte hypertrophy and apoptosis. (**a**) Modulation of *Klf2*, *Junb*, *Rarres2* and *Alas2* expression in response to TAC and Atenolol as depicted in Fig. 2c, was confirmed using RT-qPCR. cDNA was analyzed via RT-qPCR using SYBR Green master mix. Data were normalized to Gapdh and are presented as fold change using the delta delta Ct method (n = 3, *P < 0.05 ***P < 0.001 ****P < 0.0001 Sham + Sol vs TAC + Sol, ^+^P < 0.05 ^++++^P < 0.0001 Sham + Sol vs Sham + AT, ^##^P < 0.01 ^###^P < 0.001 ^####^P < 0.0001 TAC + Sol vs TAC + AT). (**b**) WGA staining depicts cardiac hypertrophy. Cardiac HL-1 cells (upper panel) were transfected with GFP and Alas2, Junb, or Klf2 expression plasmids individually or in a mixture and stained with Wheat Germ Agglutinin (WGA) in red. The bar graph indicates that cell size of GFP positive HL-1 cells, quantified based on 5 cell measurements per image. Data are presented, as mean ± SEM. *P < 0.05 **P < 0.01 vs control. Scale bar is 10 μm. Cardiac HL1 cells (bottom panel) were transfected with GFP and Rarres2 expression plasmids and stained with WGA in Red. The bar graph indicates cell size of GFP positive HL-1 cells, quantified based on 10 cell measurements per image. Data are presented, as mean ± SEM. *P < 0.05 vs control. Scale bar is 10 μm. (**c**) Primary cardiomyocytes were transfected with two independent siRNAs targeting Junb, Rarres2 or Klf2 and then treated with isoproterenol (10 μM) for 48 hours. A scrambled siRNA was used as a control (Scr). The expression of cleaved Caspase 3 was assessed to determine changes in cardiomyocyte apoptosis using western blot analysis. A bar graph below each western blot represents the level of Cleaved Caspase 3 protein expression after normalized to total Caspase 3 (bottom panel). Data are presented as mean ± SEM. n = 3 *P < 0.05 **P < 0.01 ***P < 0.001 vs control. The western blots are cropped. An odyssey quantitative blotting system is used for the western blot analysis, therefore the quantitation is linear.

To assess the potential role of *Junb*, *Klf2*, *Rarres2*, *Alas2* and *Iigp1* genes on induction of cardiomyocyte apoptosis, we silenced their expression using siRNA technology and treated cardiomyocytes with isoproterenol (10 μM) for 48 hours to induce increased levels of cardiac apoptosis as we have previously published^52^. Of the genes tested Caspase 3 activation was reduced in siRNA-mediated depletion of *Junb*, *Rarres2* and *Klf2* treated with Iso compared to the control (Fig. 4c, p < 0.05) but depletion of *Alas2* or *Iigp1* had no effect (Supplementary Fig. S7). These data demonstrate a possible pro-apoptotic role of *Junb*, *Rarres2* and *Klf2* genes in primary cardiomyocytes.

In summary, these preliminary *in vitro* data concerning the possible function of the genes identified in the *in vivo* transcriptomics data reveal a putative involvement of *Junb*, *Rarres2* and *Klf2* in apoptotic induction and a potential hypertrophic influence of *Alas2*, *Junb*, *Klf2* and *Rarres2* in hypertrophy. Further *in vivo* studies of these genes are thus warranted to determine their role in cardiac pathology.

### Transcriptome profiling in MEF2A depleted cardiomyocytes and its relation to β-blockade associated transcriptome changes

To determine how TAC and Atenolol influence MEF2 activity, MEF2 sensor mouse hearts were stained for LacZ expression. These data indicate that MEF2 activity was strongly induced in TAC + Sol mice and, in parallel with the positive reversal of other TAC induced changes, Atenolol treatment substantially reduced MEF2 activity (Fig. 5a). We then assessed potential regulation of these differentially expressed genes (429) from the TAC + AT vs TAC + Sol analysis using oPossum 3.0 to find transcription factor consensus sequences within ±5 kb of the transcription factor start site (data not shown). MEF2A consensus sequences were identified at 159 (37%) of differentially expressed genes. Next, we assessed predicted MEF2 consensus sequences from 32 overlapping genes upregulated in Fig. 2d. RNA expression (FPKM) of these genes was compared to results obtained in heart muscle (from Females, age 40–50) that were part of the Human Protein Atlas program (Supplementary Fig. S6). MEF2A, as a positive control, with FPKM >20 is highly expressed (+++) in heart muscle in this dataset. In comparison, RNA levels (FPKM), *Rarres2*, *Junb* and *Slc41a3* (++) have high heart muscle expression and *Aldh1a2*, *Ifrd1*, *Klf2*, *Leo1* have lower expression (+).

**Figure 5:**
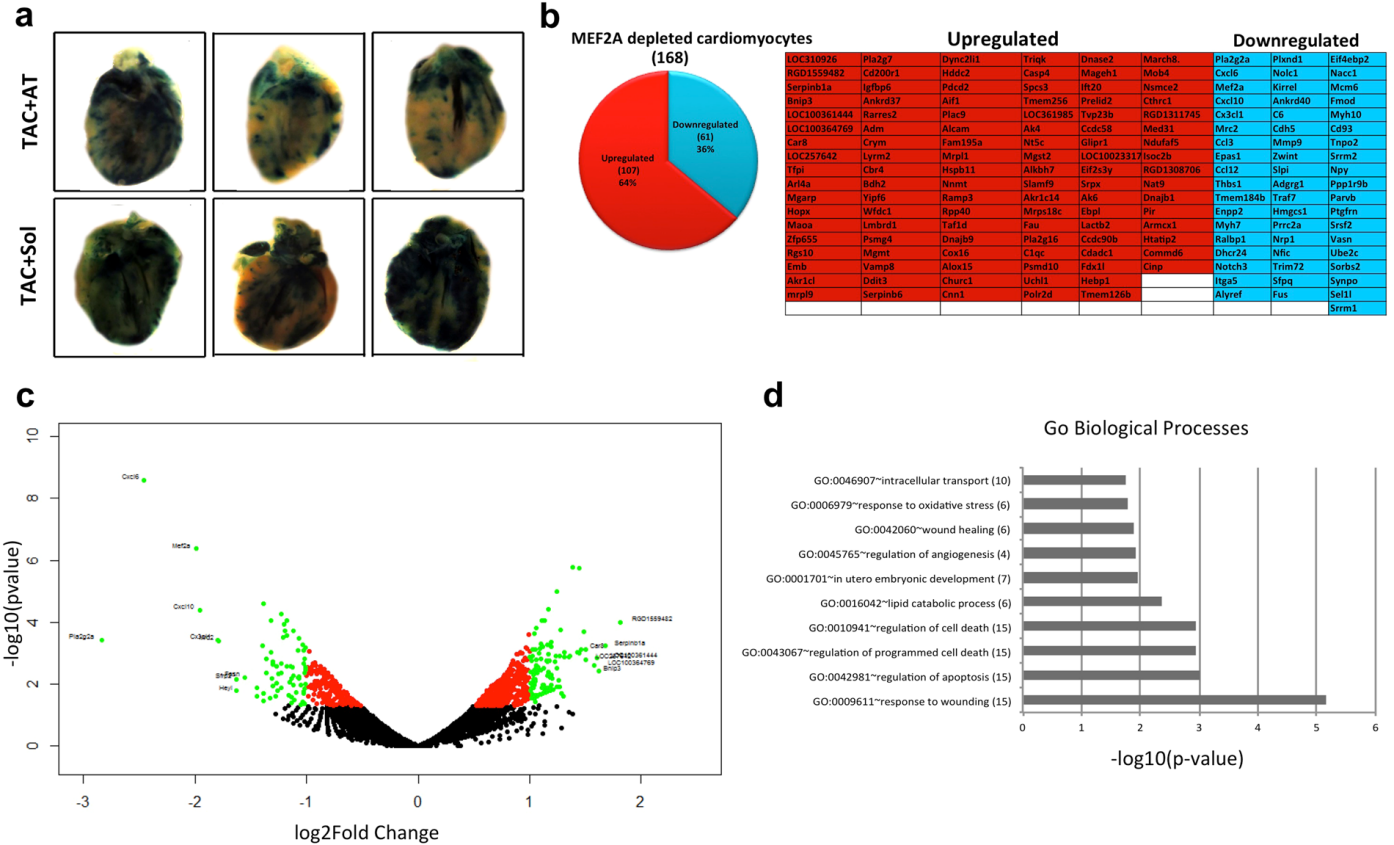
Involvement of MEF2 in cardiac hypertrophy and death. (**a**) Whole heart LacZ staining of MEF2-LacZ mice after TAC + Sol or TAC + AT treatment (n = 3). (**b**) The number of up or downregulated genes in response to MEF2A knockdown in primary cardiomyocytes. A table of genes identified by RNA-seq analysis after MEF2A knockdown (upregulated genes are in red; downregulated genes are in blue). (**c**) A volcano plot depicting up and downregulated genes identified in RNA-seq in response to MEF2A knockdown in primary cardiomyocytes. Black if p-value > 0.05, red if p-value < 0.05, green if log2FoldChange >1 or <−1 and p-value < 0.05. Labels are present only on logFC > ± 1.5. (**e**) GO Biological Processes associated with MEF2A knockdown in primary cardiomyocytes. The number of genes is in parentheses beside each term.

Since MEF2 activity was potently regulated by TAC and AT we next took a more reductionist approach by using siRNA-mediated MEF2A gene silencing to determine whether genes affected in the *in vivo* experiments were also influenced by MEF2A suppression in primary isolated cardiomyocytes. 

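Primary cardiomyocytes from rat pups 1 to 3 days old were transfected with 100 nM of an siRNA against *Mef2a* (siMEF2A) or of a scrambled siRNA (scr), with 2 libraries per group. The authors mapped the reads to 17349 rat transcripts with RSEM and Bowtie and deposited FPKM, a score of expression scaled by transcript length and library size, rounded to whole numbers. Nothing in the sources used here says that the 2 cultures of a group came from separate preparations, so a p measures the spread between samples, which may be technical. Transcripts with a value of at least 5 in at least 3 of the 4 libraries were tested, 7716 in all. Of the tested values 26.0% are 10 or less, where rounding alone takes a large share of the value, and the median tested value is 22 and 21 in the scr libraries and 19 and 18 in the siMEF2A libraries. The read counts are not in the deposited table, so the depth behind each value is unknown. Therefore limma (with a trend in the spread, on log2 of the value plus 1) was used in place of the count test the paper names, with the paper's threshold of an adjusted p of 0.25. On values simulated with 1 pooled spread, limma found 79 of 100 transcripts changed by 1 on the log2 scale and 99 of 100 changed by 2. It made 29 false calls among 7716 transcripts. Each transcript was drawn apart there, so differences shared by many transcripts are missing. Neither the recovery nor the 29 false calls therefore estimate those in the real libraries. Rat gene symbols were at hand for the 500 transcripts of the paper's Dataset S3, so lists of rat genes were not tested.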

We reasoned that this approach might provide insight into the number of direct cardiomyocyte DEGs that were altered by β-adrenergic blockade that were a consequence of altered MEF2 function. siRNAs targeting MEF2A were transfected into primary cardiomyocytes and prepared for RNA-sequencing in duplicate. In these data we documented 168 DEGs, of which 107 were upregulated and 68 were downregulated with siRNA MEF2A depletion (Fig. 5b and Dataset S3). 

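Most transcripts were called between siMEF2A and scr cultures by limma, and the count and its split depended on the test. *Pla2g2a*, a secreted phospholipase of inflammation, had FPKM of 531 and 423 in the scr cultures and 43 and 74 in the siMEF2A cultures, a log2 fold change of −3.05 (standard error 0.33, adjusted p = 0.0619 from limma). *Mrc2*, a collagen receptor, was 60 and 46 in the scr cultures and 15 and 12 in the siMEF2A cultures, and *Cx3cl1*, the chemokine fractalkine, was 18 and 18 in the scr cultures and 5 and 4 in the siMEF2A cultures, with log2 fold changes of −1.89 and −1.79. *Ccl12* and *Ccl3*, also chemokines, fell by 1.53 and 1.47 on the log2 scale, *Thbs1* by 1.53, *Epas1*, the hypoxia-responsive factor HIF-2α, by 1.49 and *Mmp9*, a matrix metalloproteinase, by 1.24. *Myh7*, the β-myosin heavy chain, was 173 and 172 in the scr cultures and 62 and 62 in the siMEF2A cultures, a log2 fold change of −1.46 (standard error 0.05, adjusted p = 0.0619 from limma). Among the rises were *Serpinb1a*, a protease inhibitor (1.52), *Car8*, a carbonic anhydrase relative (1.29), *Hopx*, a cardiac homeodomain protein (1.25), *Tfpi*, an inhibitor of coagulation (1.25), and *Maoa*, monoamine oxidase A (1.23). Of 7716 tested transcripts, limma called 5277, 1884 higher and 3393 lower in siMEF2A, at an adjusted p of 0.25. In limma 3517 (45.6%) had an unadjusted p under 0.05, and 0 an adjusted p under 0.05 (lowest 0.0619). After quantile normalization the count was 5182, 2632 higher and 2550 lower, with 4252 transcripts in both sets. With a fold of at least 1.5 it was 1636, 392 higher and 1244 lower. Leaving out 1 culture leaves a group of 1, so the other group alone gives the spread. The count was then 0 without scr 1 (lowest adjusted p 0.278 from limma), 4388 without scr 2, 5081 without siMEF2A 1 and 2574 without siMEF2A 2. EdgeR on the rounded FPKM as if they were counts, an alternative chosen after seeing the data, called 1761 by glmLRT, 1134 higher and 627 lower, and 1721 by the quasi-likelihood test.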

Figure 5c demonstrates the log2FoldChange of the differentially expressed genes in a volcano plot. The overall features of this plot reveal an extensive re-patterning of cardiomyocyte gene expression when MEF2A is depleted. 

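The difference between siMEF2A and scr cultures was broad and mostly small. The median log2 fold change of all tested transcripts was −0.15, and 0.00294 after quantile normalization. The first was taken on values not scaled between libraries, so it can hold an offset of scale. On the same unscaled values the groups did not overlap for 5450 transcripts (70.6%), where chance gives 33.3% for 2 against 2. The 4 libraries lay in a row on the first principal component after quantile normalization, which held 84.7% of the variance, at −22.8 for scr 1, −13.9 for scr 2, 13.7 for siMEF2A 1 and 23.1 for siMEF2A 2. The transcript with the largest fold change in the paper's table, *LOC310926*, had FPKM of 43 and 57 in the scr cultures and 9808 and 85 in the siMEF2A cultures, a log2 fold change of 4.18 (standard error 2.66, adjusted p = 0.280 from limma), and was not called by limma. It passed by edgeR's glmLRT on the rounded FPKM (adjusted p = 4.4e-22), which was run after the data were seen. *RGD1559482* had the largest rise among called transcripts with a symbol, from 4 and 7 to 16 and 19 (1.54, adjusted p = 0.0642 from limma). From the volcano plot the paper states that MEF2A depletion extensively repatterns cardiomyocyte gene expression.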

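*Mef2a* itself, the target of the siRNA, had FPKM of 30 and 29 in the scr cultures and 7 and 6 in the siMEF2A cultures, a log2 fold change of −2.03 (standard error 0.10, adjusted p = 0.0619 from limma). *Cxcl6*, a chemokine that attracts neutrophils, was 32 and 31 in the scr cultures and 4 and 6 in the siMEF2A cultures, a log2 fold change of −2.46 (standard error 0.20, adjusted p = 0.0619 from limma). *Cxcl10*, an interferon-induced chemokine, was 44 and 74 in the scr cultures and 14 and 13 in the siMEF2A cultures, a 4.01-fold fall (standard error of log2 0.29, adjusted p = 0.0620 from limma). *Bnip3*, a mitochondrial protein of the BCL2 family, was 298 and 474 in the scr cultures and 961 and 1147 in the siMEF2A cultures, a log2 fold change of 1.48 (standard error 0.29, adjusted p = 0.0652 from limma). All 4 passed the threshold of 0.25, and in each the 2 groups did not overlap (n = 2 cultures per group). Without scr 1 limma called no transcript, with the spread taken from the siMEF2A pair alone, and the log2 fold changes of *Cxcl6*, *Cxcl10* and *Bnip3* were −2.44, −2.37 and 1.15. That of *Mef2a* lay between −2.12 and −1.93 with any 1 culture left out.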

Of note, *Mef2a* downregulation was coincident with downregulation of cytokines *Cxcl6* (rat homologue to mouse *Cxcl5*) and *Cxcl10* while *Bnip3*, which is involved in apoptotic induction, was upregulated. We have previously identified a protective role of MEF2A in cardiomyocyte survival^52^. It will be interesting to determine if upregulation of *Bnip3* is involved in apoptotic induction when MEF2A is silenced, a condition that does occur with acute β-adrenergic stimulation^53^.

Next we assessed the biological significance of the function of these genes using Gene Ontology analysis. Figure 5d shows the ten most enriched Biological Processes associated with MEF2A depletion. 

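Genes of the paper's cell death and inflammation terms went both ways in siMEF2A cultures. Of 15 genes for regulation of apoptosis, 8 rose and 7 fell. *Casp4*, an inflammatory caspase, was 52 and 55 in the scr cultures and 90 and 109 in the siMEF2A cultures (log2 fold change 0.88). *Ddit3*, the stress-induced factor CHOP, was 27 and 28 in the scr cultures and 51 and 58 in the siMEF2A cultures (0.96). *Nfkb1*, a subunit of NF-κB, was 37 and 32 in the scr cultures and 18 and 15 in the siMEF2A cultures (−1.02). Of 6 genes for the inflammatory response, 2 rose and 4 fell, with *C1qc* of complement up by 0.78 and *C6*, also of complement, down at −1.28. Of 15 genes for response to wounding, 5 rose and 10 fell, *Adm*, the vasodilator adrenomedullin, at 0.99, *Itga5*, an integrin, at −1.38 and *Trim72* at −1.14. Every gene of the 3 terms was called by limma, over all transcripts and when adjusted over the list alone (15, 15 and 6 genes). The highest adjusted p among those named here was 0.0734. The terms were drawn from genes the study called on these samples, which is not independent evidence.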

Interestingly, a number of these terms are related to cell death and the inflammatory response.

### *Rarres*2 is a novel MEF2 target gene regulated by β-adrenergic signaling

Supplementary Figuresranscriptome profiles from Fig. 2d to those affected by MEF2A knockdown *in vitro* we were particularly interested in the identification of the *Rarres2* mRNA. This gene encodes a protein for the adipokine, Chemerin. Previous studies have shown that treatment of cardiomyocytes with Chemerin affects Caspase 9 activity and induction of apoptosis^54^. 

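*Rarres2*, the chemerin gene, rose in siMEF2A cultures, with FPKM of 110 and 102 in the scr cultures and 191 and 252 in the siMEF2A cultures (mean ± SD 106 ± 5.66 and 222 ± 43.1, n = 2). This is a log2 fold change of 1.04 (standard error 0.17, adjusted p = 0.0628 from limma). The mean *Mef2a* value was 29.5 ± 0.707 in scr and 6.50 ± 0.707 in siMEF2A cultures (SD, n = 2), a level 4.08-fold lower on the fitted scale. Without scr 1 the log2 fold change of *Rarres2* was 1.10, and with the spread taken from the siMEF2A pair alone no transcript was called.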

The expression (FPKM) of *Mef2a* and *Rarres2* from the RNA-seq data is shown in Fig. 6a indicating efficacy of the gene silencing and an upregulation of *Rarres2*. This effect on Rarres2 in RNA levels is confirmed by RT-qPCR data in Fig. 6c and Supplementary Fig. S8. From our *in silico* analysis using oPossum, we found a putative MEF2 consensus sequence approximately 1 kb upstream from the transcription start site. Using primers flanking this region we performed ChIP-qPCR and validated MEF2A recruitment in primary cardiomyocytes to this locus (Fig. 6b, p < 0.01). We also determined that loss of MEF2A or MEF2D had a similar effect on *Rarres2* induction (Fig. 6c, p < 0.01). Figure 6c depicts cardiomyocyte treatment with the p38MAPK inhibitor (SB 203580) for 24 hours which resulted in an upregulation of *Rarres2* expression (p < 0.001). This effect is reduced when cardiomyocytes were transfected with a mutated MEF2A (MEF2A-T312, 319A) which is refractory to p38MAPK phosphorylation (Fig. 6d, p < 0.001). These data are consistent with suppression of *Rarres2* expression by p38MAPK-MEF2 signaling. In support of this, we observed that *Rarres2* is upregulated in cardiomyocytes by β-adrenergic signalling activation which results in MEF2 inhibition (Isoproterenol  treatment-Fig. 6e), similar to what was observed with TAC treatment *in vivo* (Fig. 2, Fig. 4a). Since we observed that exogenous *Rarres 2* expression resulted in cardiomyocyte hypertrophy in HL-1 cells (Fig. 4b) we next treated these cells with commercially available purified Chemerin peptide (100 nM) for 24 hours. This experiment resulted in a trend towards an increase in cell surface area, as an index of cellular hypertrophy (Supplementary Fig. S9). Further work needs to be carried out to determine the *in vivo* relevance of the *Rarres 2* gene in cardiac pathology since it is induced in experimental heart failure, is a target of p38 MAPK/MEF2 signaling and provokes a hypertrophic response when expressed in cultured cardiomyocytes.

**Figure 6:**
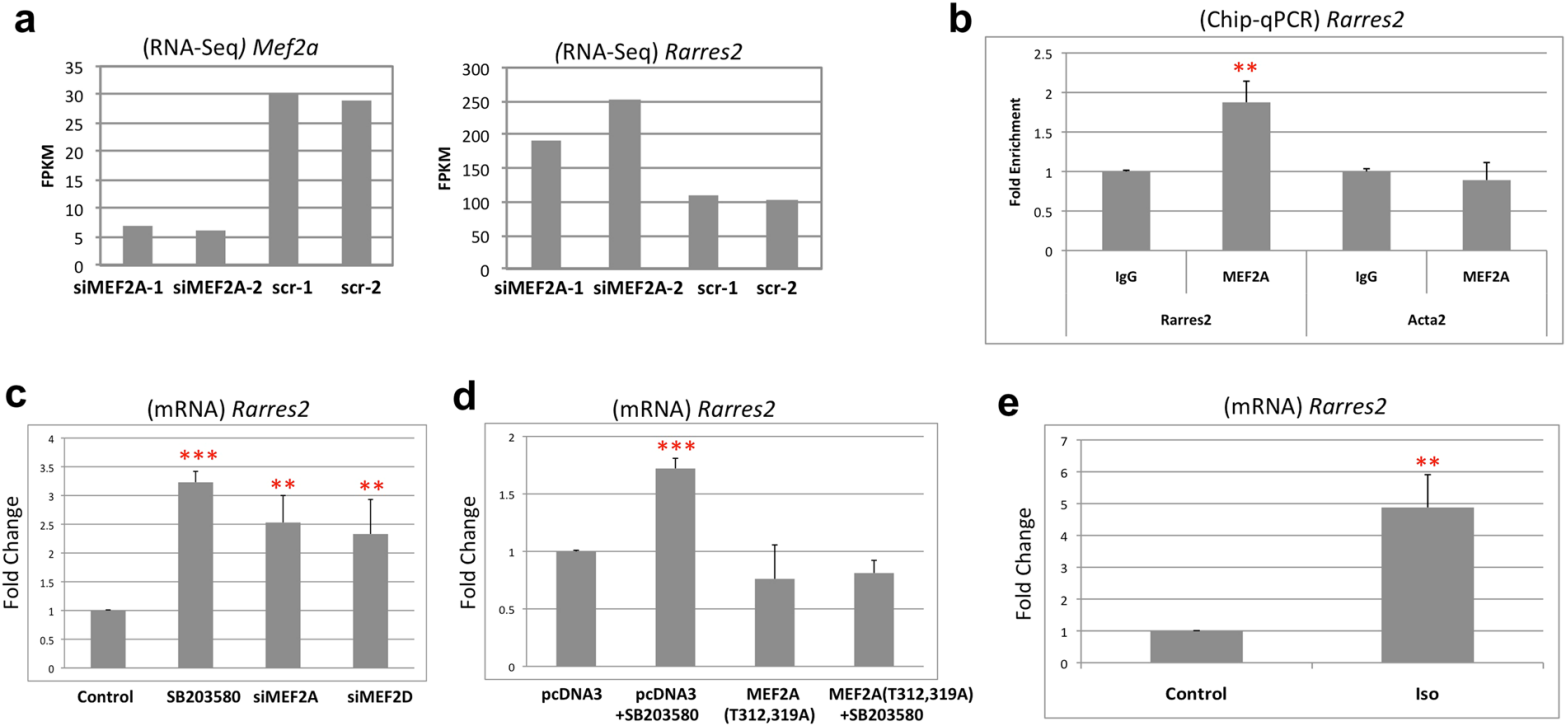
*Rarres2* is regulated by MEF2. (**a**) Expression of *Mef2a* and *Rarres2* in RNA-seq analysis of MEF2A depleted cardiomyocytes (fragments per kilobase of exon per million fragments mapped). (**b**) ChIP-qPCR analysis demonstrates that MEF2A is recruited to the *Rarres2* promoter in primary cardiomyocytes. Data are presented as fold enrichment (n = 3, **P < 0.01). Acta2 was used as a negative control. (**c**) *Rarres2* expression is negatively regulated by MEF2 in a p38 MAPK dependent manner. Primary cardiomyocytes were transfected with siRNA targeting MEF2A, MEF2D or a scrambled siRNA control and treated with SB 203580 (5 μM) for 24 hours. Control cells were treated with an inactive analogue, SB 202474. Data were normalized to Gapdh and are presented as fold change using the delta delta Ct method (n = 3, **P < 0.01, ***P < 0.001). (**d**) Phosphorylation defective mutated MEF2A prevents Rarres2 induction by p38 inhibition. Primary cardiomyocytes were transfected with empty vector (pcDNA3) or a mutated MEF2A expression construct (T312, 319A) and treated with SB 203580 or SB 202474 (5 μM) for 24 hours. Data were analyzed as in 6c (n = 3, **P < 0.01). (**e**) Isoproterenol (Iso; 10 μM) treatment for 24 hours, upregulates *Rarres2* expression. Data were normalized to Gapdh and are presented as fold change as in 6c (n = 3, **P < 0.01).

## Discussion

Understanding the global gene networks associated with heart failure will provide critical insight into the underlying aetiology of heart disease while also providing an unprecedented array of molecular targets for therapeutic intervention. In the work presented here we have used next generation RNA sequencing based approaches coupled with bioinformatics to document transcriptome changes associated with experimental heart failure. Moreover, we have documented gene expression changes mediated by β–adrenergic antagonism that result from a partial reversal of a heart failure associated gene signature that is coupled with improved cardiac function.

Underlying the transcriptome changes that we have observed are dynamic changes in the activity of a fundamental cardiac transcriptional regulator, MEF2. The potent influence of β-adrenergic blockade in regulating MEF2 function in the heart has been highlighted recently^55^. However, the influence of β-blockers on MEF2 function in the heart is complex and requires attention to context since MEF2 responsiveness to β-blockade depends on the temporal nature of the treatment. Firstly, short term β-blockade leads to an acute upregulation of MEF2 activity^55^. Mechanistically this is well understood since β-adrenergic signalling promotes PKA activity and HDAC nuclear retention^52^. Both of these have strong repressive effects on MEF2 activity since PKA phosphorylates two residues in MEF2D (S121/190) that repress MEF2 function and HDAC retention in the nucleus enhances the formation of a MEF2/HDAC repressor complex^28^. We have recently reported that acute β-blockade essentially reverses this effect and upregulates MEF2 activity promoting a pro-survival function of MEF2 in cardiac myocytes that has potentially important clinical implications, particularly after myocardial infarction^55^. In support of this idea, we and others recently documented that experimental suppression of MEF2 expression in rodent cardiomyocytes using siRNA technology promotes apoptosis^55, 56^. Conversely, as we have shown here and somewhat unexpectedly, MEF2 activity under conditions of chronic (>4 weeks) β-adrenergic blockade leads to a downregulation of MEF2 activity, particularly under conditions where the heart is stressed as exhibited under conditions of TAC in mice. In our experiments long term (>6 weeks) TAC in mice leads to cardiac hypertrophy, progression towards heart failure, and pronounced activation of MEF2 activity. Treatment of mice at 6 weeks after TAC by four additional weeks of β-adrenergic blockade reduces the adverse impact on heart function and concomitantly suppresses chronic MEF2 activity while also invoking major transcriptome changes. In view of reports that MEF2 is a fundamental regulator of cardiac hypertrophy^10, 15^ and our results documenting the transcriptomic effects of MEF2 suppression in cardiomyocytes, we suspect that alterations in MEF2 activity are a major determinant of the transcriptome changes observed in response to TAC and also the positive outcome associated with β-adrenergic blockade.

Of particular interest in our studies are the gene expression changes that are induced by experimental heart failure and subsequently reversed by β-blockade since, in our view, some of these genes most likely mediate the protective effects of β-blockers in the heart. Cardiac hypertrophy is initially an adaptive compensatory mechanism to maintain cardiac output, however, prolonged hypertrophic conditions such as those seen during hypertension ultimately contribute to the progression towards heart failure^57^. Although β–blocker treatment in humans post-MI is undoubtedly effective in preventing or slowing the progression to heart failure, the molecular mechanisms involved are unclear. Here we provide the first steps in characterizing the molecular genetic basis of beneficial β–adrenergic antagonists in the heart. We report the identification of 32 genes that are differentially regulated by TAC whose expression pattern is reversed when TAC mice are treated with β-blockers. We further explored the role of *Junb*, *Alas2*, *Klf2*, and *Rarres2* as they were induced by TAC *in vivo* and their expression was repressed by Atenolol (Fig. 4a). Two of these (Junb and Klf2) are transcription factors whereas Alas2 regulates heme synthesis and Rarres2 (which encodes Chemerin) is an adipokine. Interestingly, these four different genes may potentiate different aspects of heart failure including oxidative stress, hypertrophy, cardiac remodelling, vascular remodelling and apoptosis. *Alas2* was shown to be upregulated in failing human hearts, resulting in oxidative stress and cell death^58^. However, in our *in vitro* experiments loss of *Alas2* in primary cardiomyocytes did not reduce apoptosis (Supplementary Fig. S7), indicating that Alas2 may promote cardiomyocyte death through alternate pathways. The transcriptional regulator, Junb, is directly responsible for the upregulation of MMp’s which mediate cardiac remodelling in ischemia-reperfusion studies^59^ and therefore reversal of its upregulation in pathological conditions may be critical. *Klf2* has been shown to be activated in endothelial cells by shear stress^60^. In our TAC model, constriction of the aorta results in increased hemodynamic stress, and likewise results in *Klf2* induction which is reversed by Atenolol. The role of KLF2 clearly requires further characterization in a heart context. Lastly, *Rarres2* was also upregulated in MEF2A knockdown cardiomyocytes *in vitro*, and has been previously associated with cardiac apoptosis and coronary artery disease^54^. It would be of interest to study β-adrenergic and MEF2 regulation of *Rarres2* in more detail in human heart disease. Taken together, these data indicate a potential involvement of these genes in the failing mouse heart that may have implications in human heart failure. Furthermore, the identification of genes associated with heart failure that are downregulated by Atenolol (such as *Junb, Klf2, Alas2*, and *Rarres2)* demonstrates the underlying molecular changes responsible for improved heart function, which may lead to new downstream targets for treating heart failure.

While the strength of the current study is the unbiased identification of genes in the heart that are dysregulated during heart failure and, importantly, those that respond to drug treatment, it is nevertheless important to emphasize that these data provide a platform for further study. Clearly in the present study it is not possible to ascertain which of the genes in these large cohorts of DEG’s are protective in the heart versus those whose expression pattern is merely correlated with the changes in function. By nature, high throughput analysis is largely descriptive, thus requiring extensive downstream analysis to determine cause and effect relationships between the genes identified and the biological process(es) under study. While we have begun to do this in the current study in a limited way, a detailed analysis of so many genes and their function in heart failure will take many years. Moreover, the functional adaptations, for example with β-blocker treatment, likely result from changes in expression of multiple genes. To systematically study the cause and effect nature of whole cohorts of genes in a compound manner is currently very challenging, especially *in vivo*, and may require further advances in technology and possibly computational predictive approaches. An additional limitation of the current study is that it represents an endpoint analysis of changes in gene expression as result of the various treatments. Although this alone has been an extensive task, it would be instructive to have a time course analysis of changes in gene expression across the experimental conditions, which may identify important transitional patterns of gene expression at different stages of the pathology and treatment. Lastly, we would point out that additional work to address whether the changes at the RNA level (by RNA seq and RT-qPCR) are reflected in the proteome is also necessary. This might be achieved using state of the art quantitative proteomics approaches in parallel with transcriptome studies.

Overall, we contend that the cohort of DEGs reported here represent vast potential for the diagnosis and treatment of heart disease. Interestingly, we have noted the identification of genes and GO processes associated with the immune system. These observations support recent developments reflecting the involvement of the immune system and inflammatory responses in the progression of heart disease^61–63^. It will be of interest to further analyze these inflammatory related protein coding genes to determine if they do indeed contribute to heart disease. Herein, we report broad categories of biological processes and also individual genes that are differentially regulated under conditions of experimental heart failure that can be reversed by pharmacological treatment with β-adrenergic antagonists. The next steps will be to determine whether these changes are mirrored in human heart disease and to develop a flexible array of therapeutics that can detect and potentially target these processes with the ultimate aim of reducing pathological changes in the myocardium, enhancing cardiac function, and improving patient morbidity and mortality associated with heart disease.

## Methods

### Induction of pressure overload by transaortic constriction (TAC) in mice

Six to eight week old MEF2-LacZ transgenic male sensor mice, reported previously^34^, were used in this study. Under general anesthesia (i.p. xylazine: 0.03 mg/g; ketamine: 0.15 mg/g), hair from the chest was removed and the surgical area disinfected with betadine. A skin incision was made along the midline from the neck to the rib cage and the chest cavity was opened. The rib cage and thymus were retracted to expose the transverse aorta. A 27g needle was used to calibrate a microclip applicator. A titanium microligation clip was applied between the origins of the innominate and left common carotid arteries, constricting the transverse aorta to the gauge of the needle. The rib cage, muscles, and skin were closed with a 6–0 USP non-absorbable silk suture. The animals were then administered s.c. 0.03 μg/mg Buprenorphine and allowed to recover on a heating pad until fully awake. Sham surgeries were performed as above except the microligation was not applied to the transverse aorta. All mice were monitored after the procedure for normal behaviour in accordance with Canadian Council on Animal Care regulations.

### Atenolol administration *in vivo* and β galactosidase staining

β-blockers were administered through drinking water (Atenolol; 50mg/kg/day) or Solvent (5 ml water) for 4 weeks as indicated. Mice were sacrificed by cervical dislocation and the apex of each heart was fixed with 2% paraformaldehyde in PBS for 30 minutes. The samples were washed three times with PBS, and incubated at 37 °C with X-Gal (5-bromo-4-chloro-3-indolyl-β-d-galactopyranoside) staining solution (5 mM ferrocyanide, 5 mM ferricyanide, 2 mM MgCl_2_, and 1 mg/ml X-Gal) to visualize β-Gal positive cells. Then all the samples were examined using bright field microscopy.

### Analysis of cardiac function using high-frequency ultrasound imaging technology

All mice were subjected to transthoracic echocardiographic analysis to measure heart function 6 and 10 weeks following aortic banding or sham surgery. Cardiac function and heart morphology were evaluated using echocardiography (Vevo 2100, VisualSonics). The animals were sedated using 3% isoflurane and maintained with 1~2% isoflurane. The parasternal long axis view (B-mode, M-mode) was obtained and measurements of cardiac structure and function were determined as described previously^64^. The individuals performing echocardiographic analysis of heart function were blinded to surgical group and genotype.

### Cardiac tissue collection, H&E, Masson’s Trichrome, and wheat germ agglutinin staining (WGA) staining

Following echocardiography, mice were weighed and euthanized using cervical dislocation. Hearts were excised and quickly perfused with 30mM KCl to induce diastolic arrest. Hearts were then weighed and divided for further analysis. Mid-ventricular cross-sections of freshly dissected heart tissue were fixed in 10% formalin solution for 1 hour then stored in 70% ethanol at 4oC until further processing. Fixed heart tissues were dehydrated to xylene and embedded in pure paraffin wax blocks. Paraffin-embedded sections were deparaffinized and rehydrated first with descending concentrations of ethanol and then brought into double distilled water. The sections were then subjected to H&E or Masson’s Trichrome staining per manufacturer’s instructions, or incubated with wheat germ agglutinin (WGA; Alexa Fluor 488 conjugated) for 2 hours in the dark, briefly washed with PBS and then mounted on microscopy slides with ProLong Gold. Fluorescent images were captured with an Olympus confocal microscope and analyzed with NIH ImageJ software (v.147). Cardiomyocyte cross-sectional area was determined by manually tracing the cell membrane of a minimum of 100 cardiomyocytes from representative triplicate experiments using NIH ImageJ software (v.147). To quantitate fibrosis, five animals per experimental group were analyzed. Three representative images per animal were imported into ImageJ, converted into RGB stacks using the k-means clustering extension, then limited to pixels within the selected threshold intensity range to select areas of fibrosis (blue colour) as a function of % area on the red channel.

### Primary cardiomyocyte isolation

Primary neonatal rat cardiomyocytes were prepared from 1- to 3-day old rats (Sprague Dawley) using the Neonatal Cardiomyocyte Isolation System (Worthington Biochemical Corp). Neonatal rat pups were sacrificed by decapitation. In brief, whole hearts were dissociated and digested with trypsin (Promega) and collagenase (Worthington Biochemical Corp). Cardiomyocytes were re-suspended in culture medium with (DMEM/F12 (Gibco) with 10% fetal bovine serum (FBS), 1% Penicillin/Streptomycin and 50 mg/L gentamycin sulphate). The isolated cells were plated on 10 cm dishes for 60 minutes in 37 °C humidified incubator with a 5% CO_2_ in air to remove non-myocardial cells. The cardiomyocytes were then seeded into gelatin-coated 6-well plates. The day after, medium was removed and replaced by fresh medium.

### Cardiomyocyte transfection

Neonatal cardiomyocytes were transiently transfected with siRNA using Lipofectamine RNAiMAX (Invitrogen). For each well, according to the manufacture’s instruction, Lipofectamine RNAiMAX reagent was diluted into 150 μl in Opti-MEM medium, and in a separate tube, siRNA (100nM) was also diluted in 150 μl Opti-MEM medium, mixed and incubated for 5 minutes at room temperature. The 250 μl of siRNA/Lipofectamine mixture was added to cells and incubated at 37 °C overnight. Following the incubation, media was replaced and harvested 48 hours later for experimental procedures. The siRNAs purchased from Sigma Aldrich were, siMEF2A#1 (SASI_Mm01_00120787) or scrambled control (SIC001). The siRNA purchased from Thermo Fisher Scientific were, siRarres2 (ID: 252512, ID: 252511), siJunb (ID: 59715, ID: 51454), siAlas2 (ID: 468000, ID: 46614), siKLF2 (ID: 218080, ID: 218079) and siIigp1 (ID: 76220, ID: 76128). Isoproterenol hydrochloride (Sigma Aldrich, 1351005) (10 µM) was used to induce apoptosis in primary cardiomyocytes. Caspase 3 (Cell signaling, 9662) and cleaved Caspase 3 antibodies (Cell signaling, 9661) were used for western blot analysis and to measure apoptosis a ratio of cleaved Caspase 3 to total Caspase 3 was used. The westerns were run on an odyssey quantitative blotting system so the quantitation is linear.

### HL1 Cell Culture and Transfection

The HL-1 cardiac cell line was cultured in Claycomb Medium (SigmaAldrich) supplemented with 100 μM norepinephrine (Sigma Aldrich), 10% FBS and 4 mM L-glutamine (Invitrogen). Cells were maintained in a humidified 37 °C incubator with 5% CO_2_. The HL-1 cell line was originally established from an AT-1 subcutaneous tumor excised from an adult female Jackson Laboratory inbred C57BLy6J mouse. Transient transfections were performed using lipofectamine 2000. A 1:2.5 mixture ratio of DNA to lipofectamine in 250 μl Opti-Medium (Gibco) was prepared and incubated overnight. The following day media was removed and replaced with fresh media. The HL-1 transfected cells were incubated with wheat germ agglutinin (WGA; Alexa Fluor 637 conjugated) for 2 hours in the dark, briefly washed with PBS and then mounted on microscopy slides. Recombinant human Chemerin protein (Abcam) (100 nM) was added to HL-1 cultures for 24 hrs and WGA staining was performed as above. Fluorescent images were captured with an Olympus confocal microscope and analyzed with NIH ImageJ software to determine cell cross sectional areas.

### RNA preparation for sequencing

Total RNA was isolated from the mouse left ventricle or primary rat cardiomyocytes using the Qiagen Universal RNA kit. Five μg of RNA was sent to the McGill University and Genome Quebec Innovation Centre (MUGQIC) for cDNA library preparation (Illumina Truseq mRNA kit). Paired reads were generated using Illumina HiSeq 2000 sequencer (100 bp paired-end reads). RNA-seq data has been deposited in the NCBI’s Gene Expression Omnibus (GEO) accession number: GSE75213

### Differential expression analysis of transcripts from TAC+AT experiments

For mRNA, mouse reads were aligned to mm10 as previously reported^65^. Differentially expressed mRNA transcripts were filtered and identified with edgeR, using the following options: i) Transcripts are represented by 5 or more reads per million in at least 6 among the 12 experiments. Transcripts are identified as differentially expressed in 5 comparisons ii) Transcripts which are up-or downregulated by 50%, for a False-Discovery-Rate (FDR) of 20% or less (in the output of edgeR’s glmLRT function) are selected. Clustering heatmaps were generated with Matlab’s Bioinformatics toolbox. Primary miRNA transcripts were identified using edgeR (adjusted p-value < 0.2). To find lncRNA, short paired-end reads were mapped with RSEM/Bowtie to the reference index (mm9) which was built for the 2073 mouse lncRNAs^66^. All uniquely mappable short reads are included by using the bowtie-m 1 option in the rsem-calculate-expression command. For identifying differentially expressed lncRNAs we used options that differed slightly from the analysis of protein-encoding transcripts: i) Transcripts are represented by 5 or more reads per million in at least 5 among the 12 experiments. ii) Reads were multiplied by coefficients assuming equal library sizes for each of the 12 experiments. iii) A two-factor generalized linear model design matrix was specified to estimate dispersion parameters. The Huber function with k = 1.03 was used for robust statistics in the estimation of the tagwise dispersion parameters by the edgeR software^67^. LncRNAs are identified as differentially expressed in 5 different comparisons and by using a False-Discovery-Rate (FDR) cut-off of 20% in the output of edgeR’s glmLRT function.

### Differential expression analysis of transcripts in primary rat cardiomyocytes

NGS short reads were mapped to the rat genome with the RSEM/Bowtie software (Dewey Lab) and an index generated for 17349 mature transcripts in Rnor_6 coordinates. Raw counts were analysed with edgeR using similar identical parameters as in above: requiring that transcripts are represented by 5 or more reads in at least 3 out of 4 experiments (2 siMEF2A replicates and 2 controls). In the MEF2A-depleted cardiac cells, 168 genes, excluding MEF2A, were significantly up- or downregulated, using an FDR of 25%.

### Bioinformatics

DAVID annotation clustering was done using default settings. Annotation terms were chosen from the list of representative terms generated within each cluster. If present, the first SP_PIR_KEYWORDS annotation was used to represent the annotation cluster. If SP_PIR_KEYWORDS was not present, the first Biological Processes (BP) term to occur in the cluster was used. The heatmaps and volcano plot were generated using R software. (https://www.r-project.org/). MEF2 consensus sequences were identified using oPOSSUM3.0 (http://opossum.cisreg.ca/oPOSSUM3/).

### Reverse Transcription Quantitative PCR

Total RNA was extracted using the RNeasy Plus Mini kit (Qiagen) according to the manufacturer’s protocol. RNA was converted to cDNA using Superscript III (Invitrogen) according to the manufacturer’s instructions. Note that cDNA was combined with iTaq universal SYBR Green super mix (Bio-Rad) and 500 nM primers in a final volume of 20 μl. Each sample was prepared in triplicate and analyzed using Rotor-GeneQ (Qiagen) according to the manufacturer’s protocol. All values were normalized to GAPDH (internal control) mRNA levels.

### Statistics

Data are reported as mean ± SEM. Independent two sample t-tests of all quantitative data were conducted, whereas a two-way analysis of variance followed by a Sidak’s multiple comparisons test was performed on experiments with more than one experimental condition.

P-value of <0.05 was considered statistically significant. All data were done on technical triplicates and biological triplicates. The n = 3 in the caption indicates the number of biological replicates.

### Study Approval

All mouse experiments were approved by the York University Animal Care Committee in accordance with Canadian Council of Animal Care regulations.

## Electronic supplementary material

Supplementary Figures

Data set 1

Dara set 2

Data set 3

# Supplementary material for: Heart Failure and MEF2 Transcriptome Dynamics in Response to β-Blockers
**Source:** Sci Rep. 2017 Jun 30;7:4476. doi: 10.1038/s41598-017-04762-x
**Supplement:** Supplementary file 1 — Supplementary Figures

Title: Heart Failure and MEF2 Transcriptome Dynamics in Response to β -Blockers.

Authors: *Tobin, S.W.^{1,2,3}, *Hashemi, S.^{1,2,3}, Dadson, K.1, Turdi, S. ¹, Ebrahimian, K. ^{1,2,3}, Zhao, J.^{1,2,3}, Sweeney, G.1, Grigull, J.^{1,4}, and # McDermott, J.C ^{1,2,3,5}

*contributed equally to the work, # corresponding author

Toronto, Canada M3J 1P3;

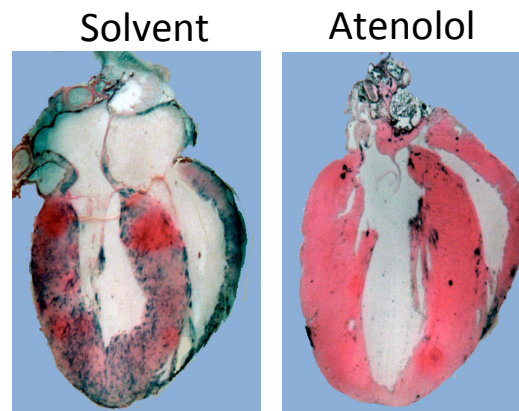

Supplementary Figure S1. MEF2-LacZ activity in heart with chronic 10 week β -blocker (Atenolol) treatment (50mg/kg/day).

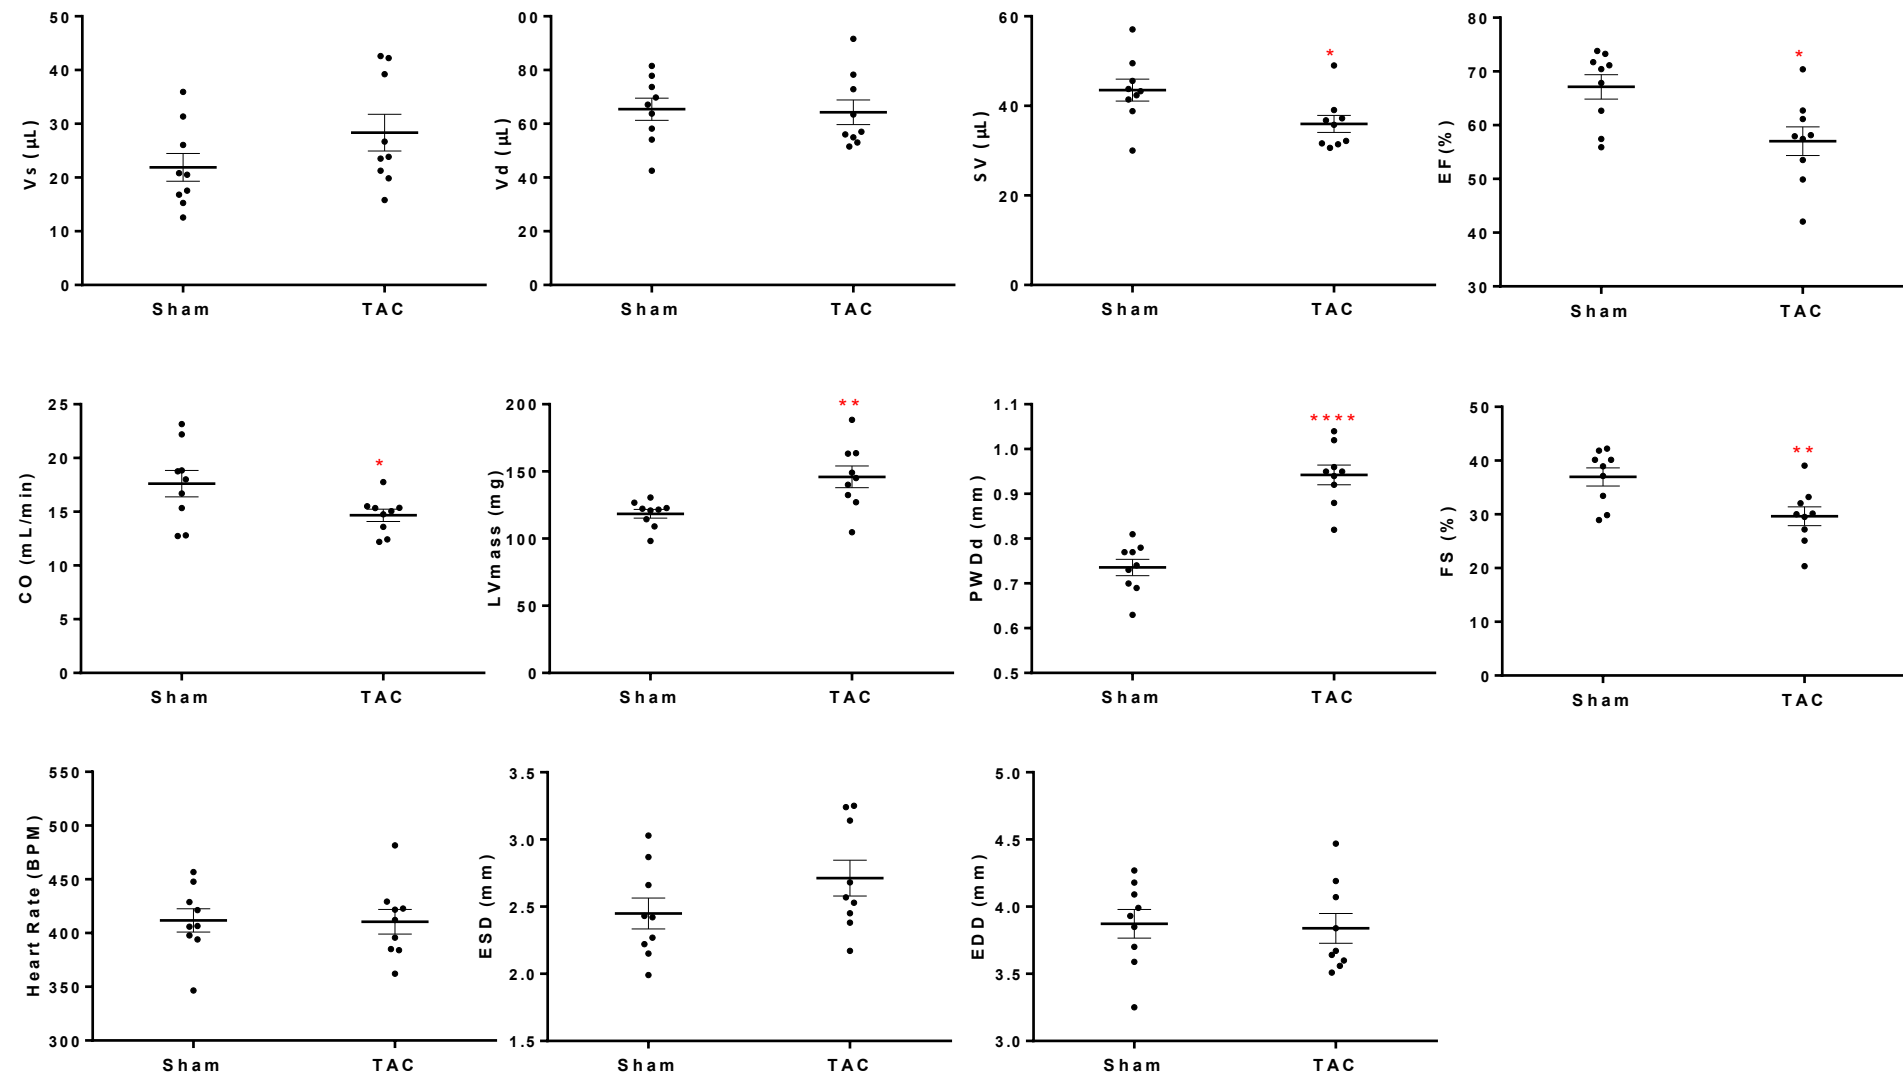

Supplementary Figure S2. Baseline echocardiography analysis before administration of Atenolol or solvent. Mean $\pm$ S.E.M (n=18), t-test was used, * $P < 0.05$ ** $P < 0.01$ **** $P < 0.0001$ vs. Sham+Sol.

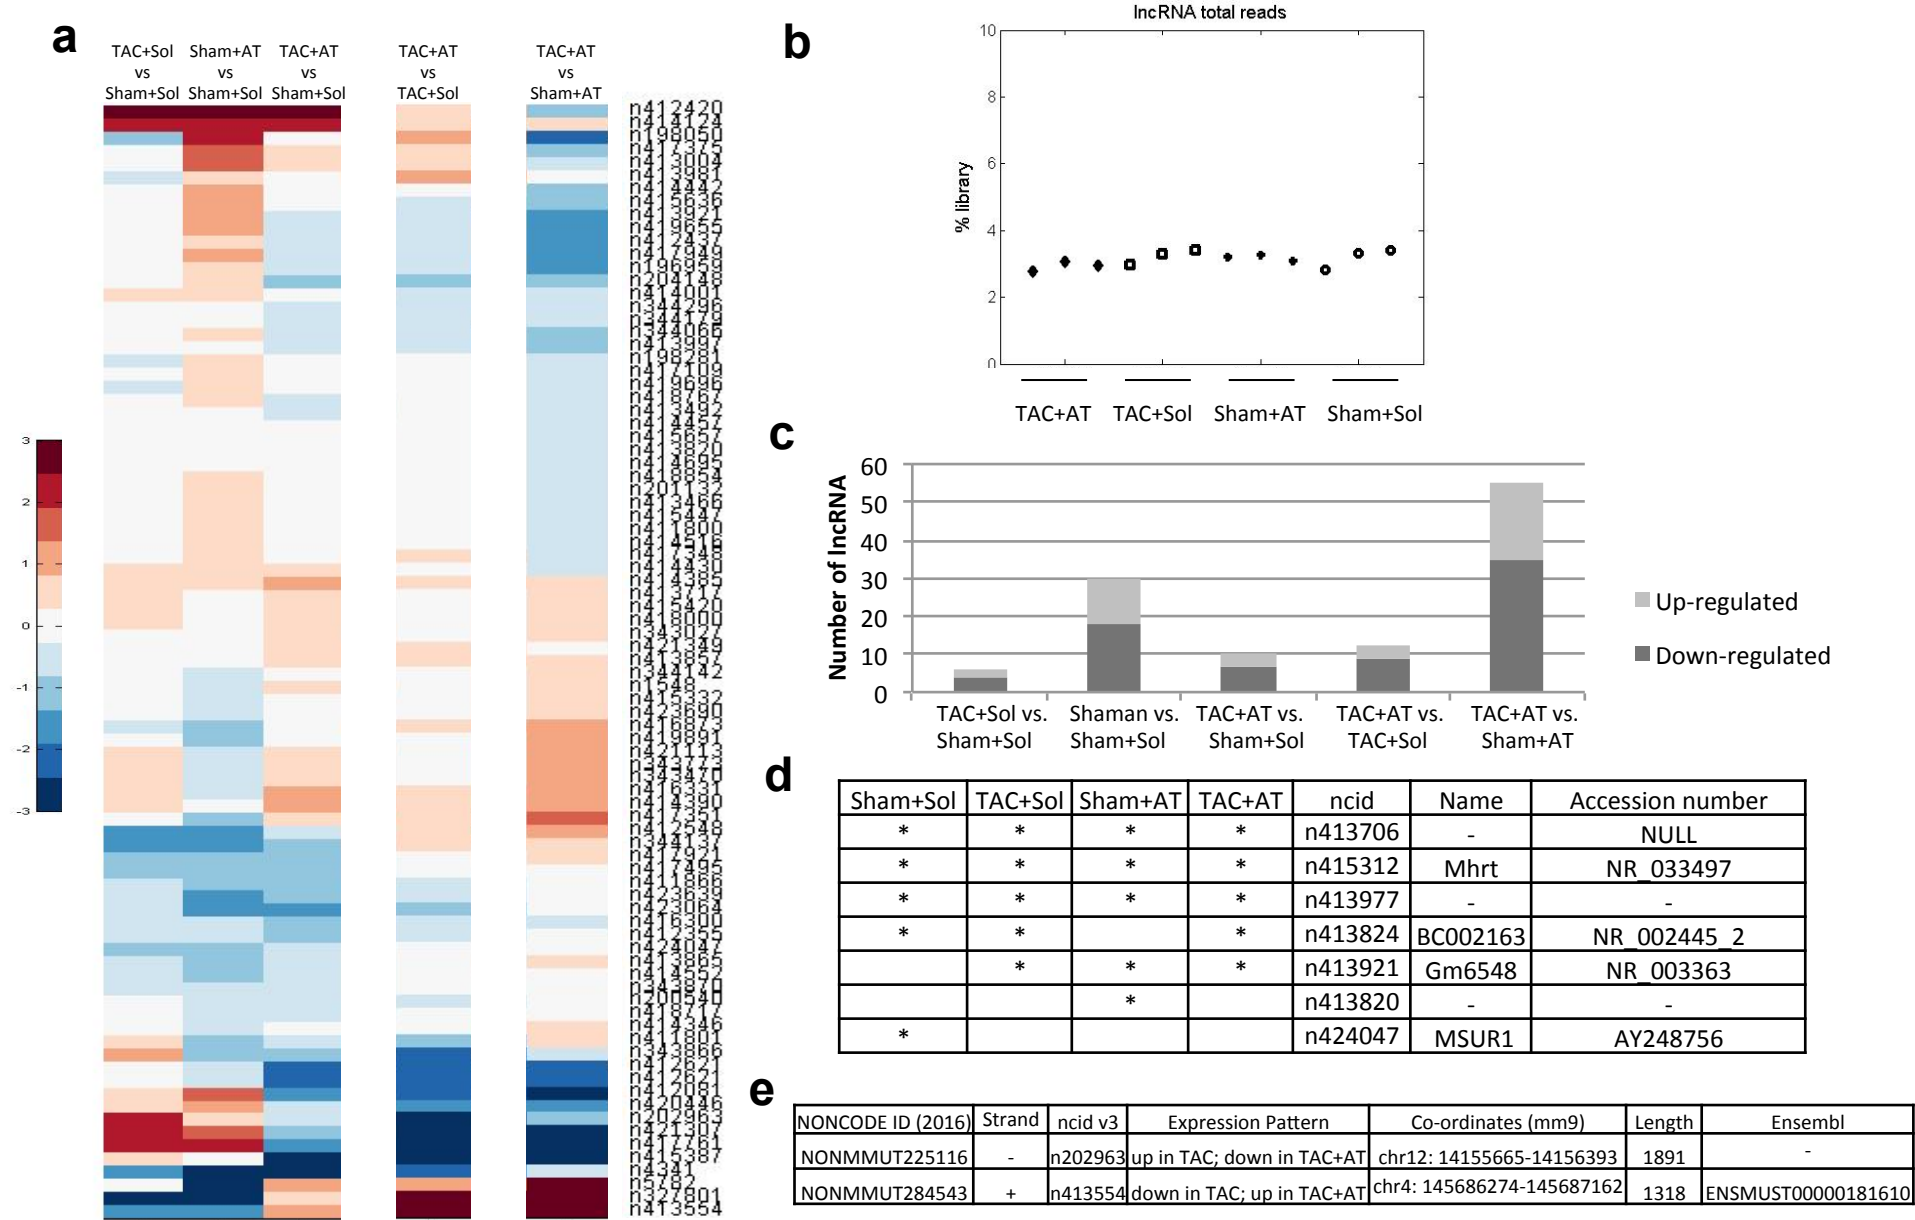

Supplementary Figure S3. Heart failure associated changes in lncRNA expression. A mouse lncRNA database containing 2073 lncRNA genomic positions was obtained from Matkovich et al. (66). Short paired-end reads from 12 *in vivo* samples were mapped with RSEM/ Bowtie to the reference index which was built for the 2073 mouse lncRNAs (mm9). All uniquely mappable short reads are included by using the bowtie-m 1 option in the rsem-calculate-expression command. a) Significant fold changes for 84 lncRNA (FDR<0.2; red upregulated; blue downregulated). lncRNA are sorted by p-value based on the left-most column. The three columns in the left part of the figure show fold changes with respect to reference condition Sham+Sol. The next two columns show the significance of fold changes in TAC+AT with respect to reference conditions TAC+Sol and Sham+AT, respectively. b) The percentages of reads which mapped to lncRNAs varied in a narrow range from 2.8% to 3.4% c) The number of differentially expressed lncRNAs per condition. d) The five most abundant lncRNAs in each treatment. e) DE lncRNAs targeted in both TAC+Sol vs Sham+Sol and TAC+AT vs TAC+Sol.

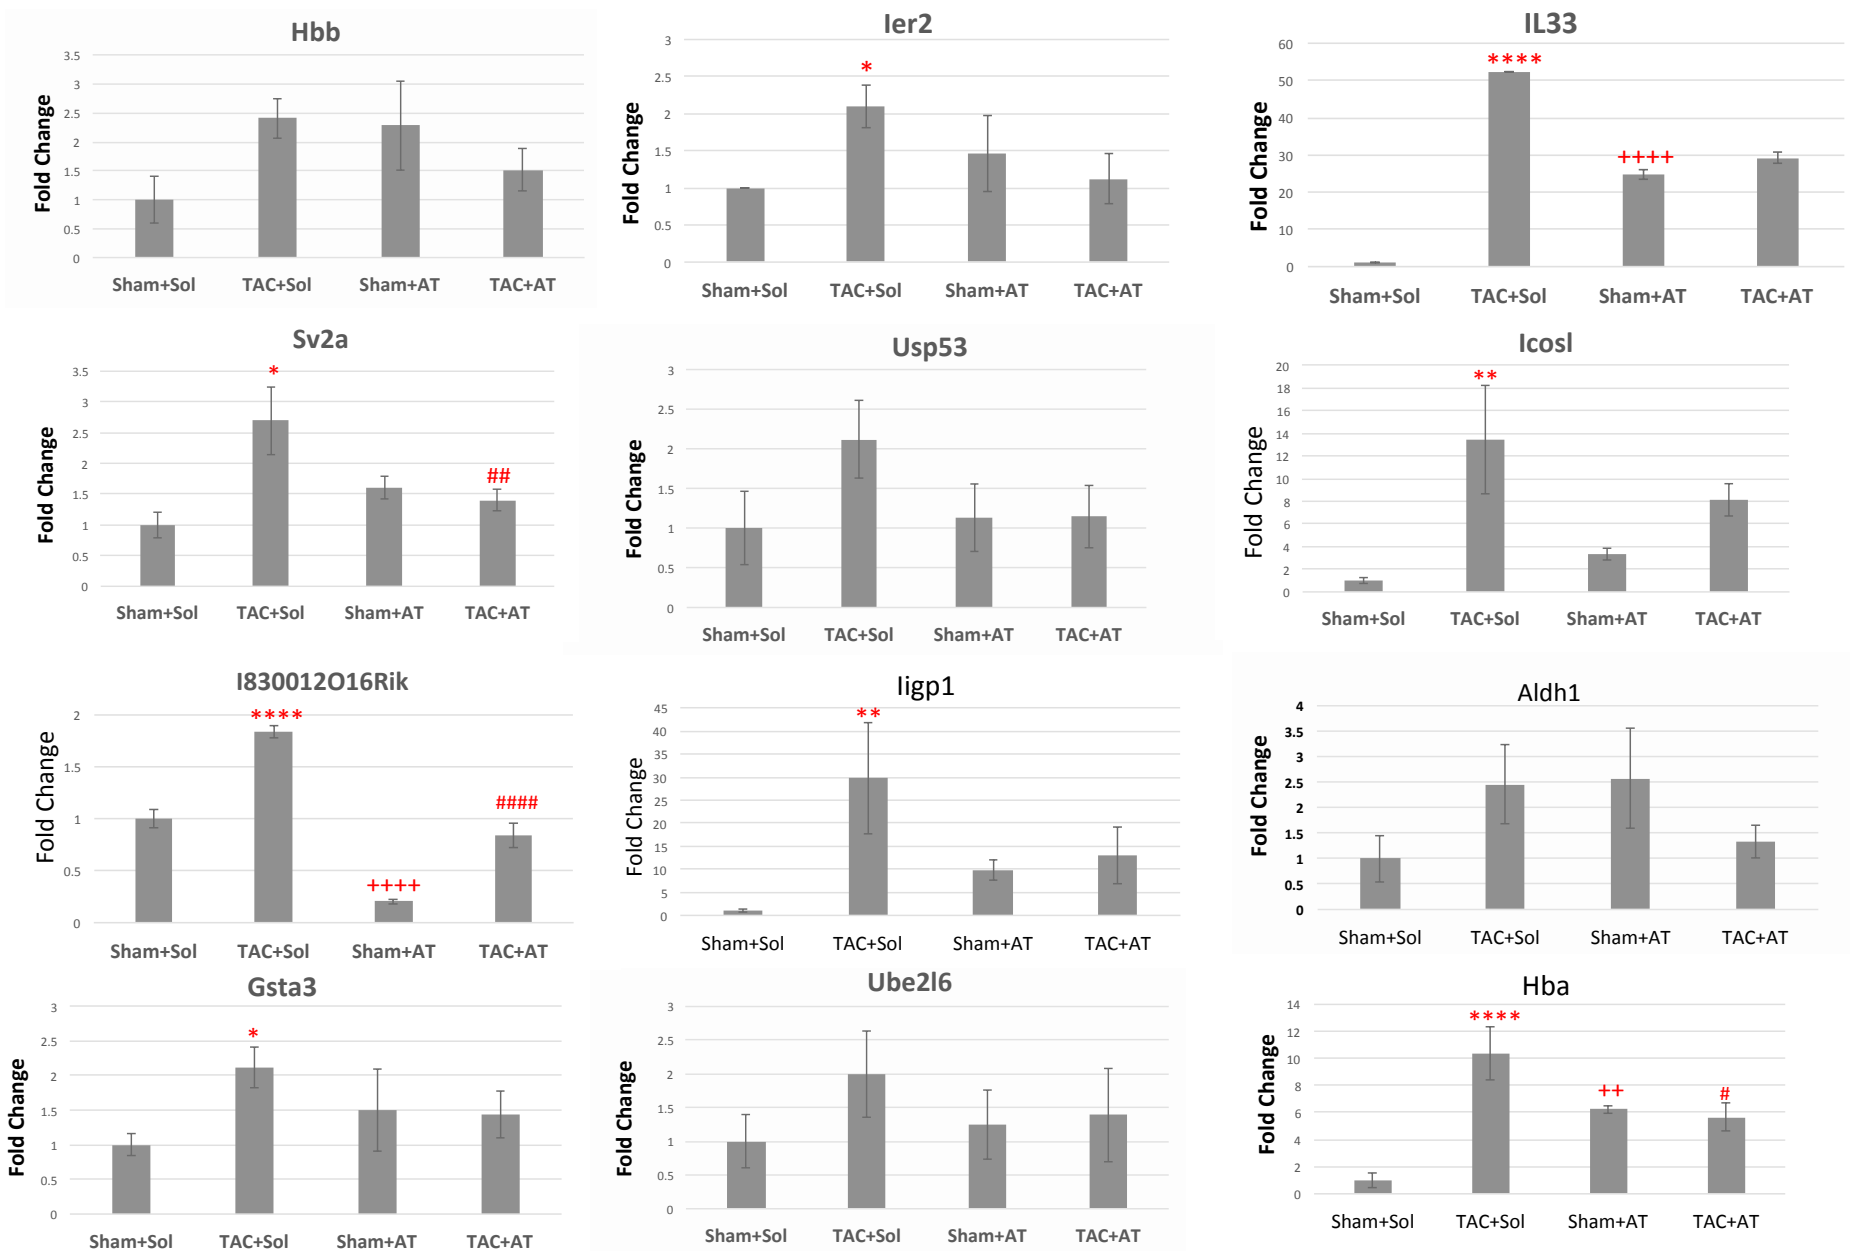

Supplementary Figure S4. Expression of genes upregulated in TAC and down-regulated with Atenolol treatment (Figure 2C), was confirmed using RT-qPCR. Data were normalized to Gapdh and are presented as fold change using the delta delta Ct method (n=3, *P<0.05 **P<0.01 **** P<0.0001 Sham+Sol vs TAC+Sol, ++P<0.01 +++P<0.0001 Sham+Sol vs Sham+AT, #P<0.05 ##P<0.01 #####P<0.0001 TAC+Sol vs TAC+AT).

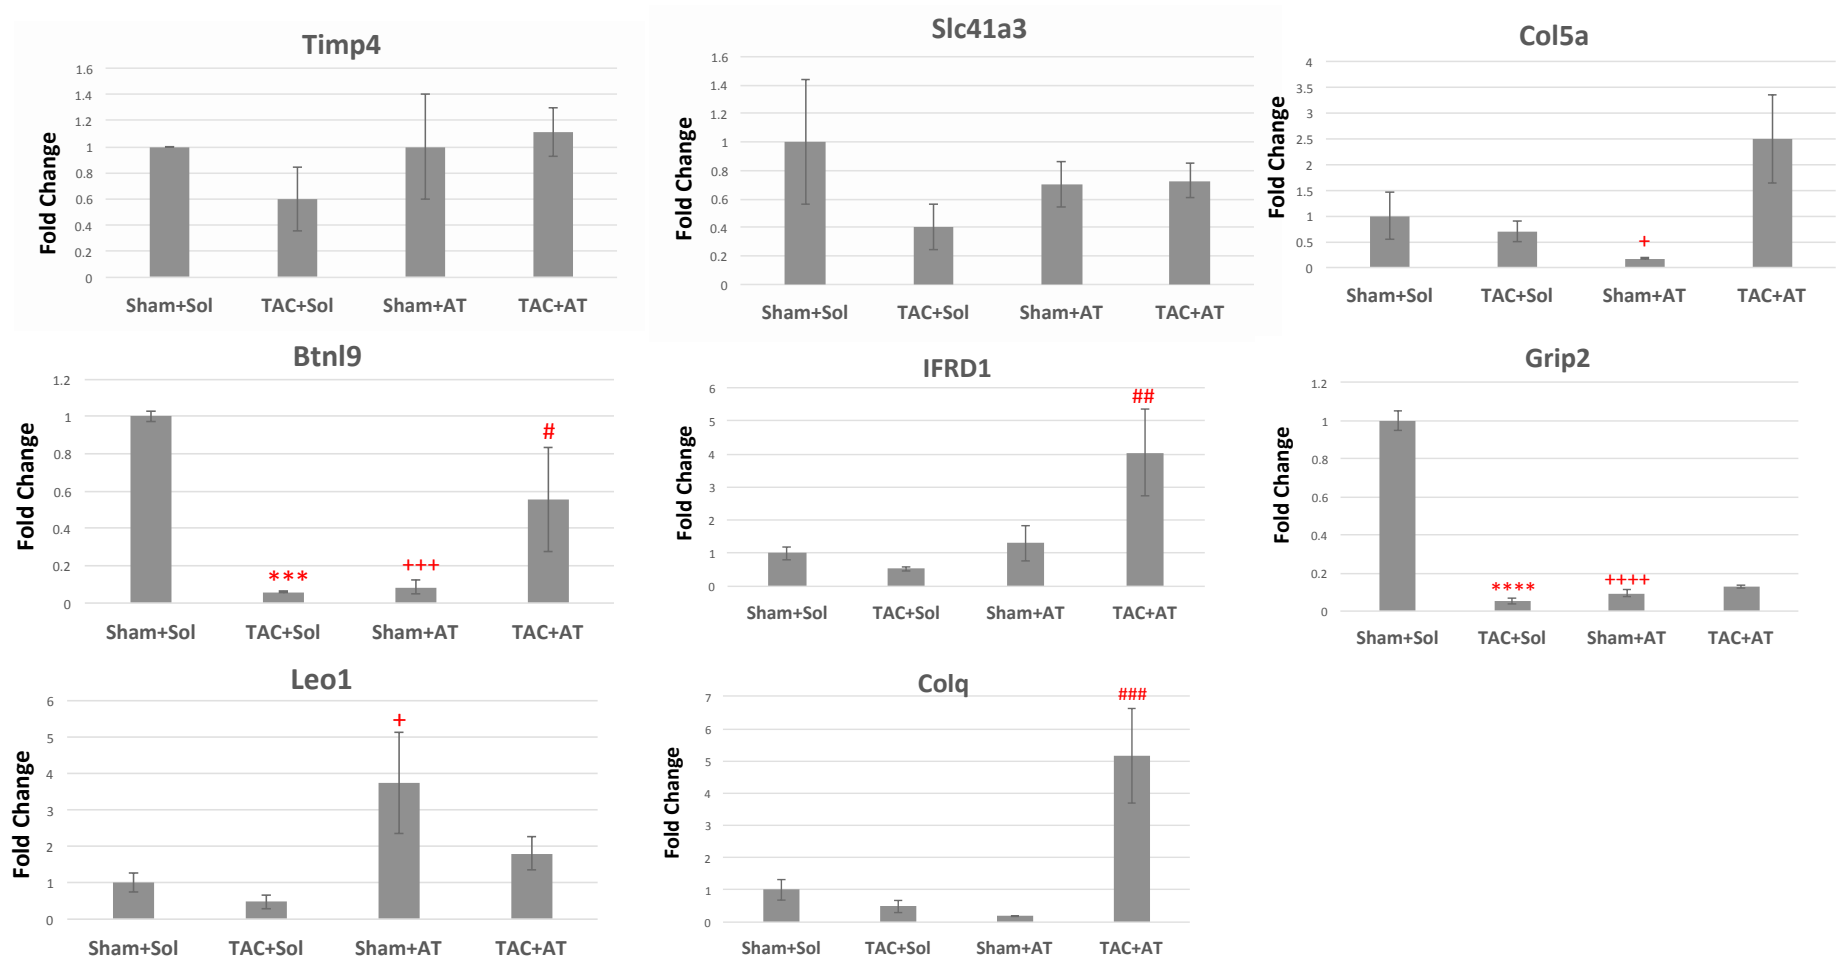

Supplementary Figure S5. Expression of genes down-regulated in TAC and upregulated with Atenolol treatment (Figure 2c), was confirmed using RT-qPCR. Data were normalized to Gapdh and are presented as fold change using the delta delta Ct method (n=3, ***P<0.001 ****P<0.0001 Sham+Sol vs TAC+Sol, +P<0.05 +++P<0.001 ++++P<0.0001 Sham+Sol vs Sham+AT, #P<0.05 ###P<0.01 ####P<0.001 TAC+Sol vs TAC+AT).

Gene ID	Gene Name	Ensembl ID(s)	Chr	Start	End	Strand	TFBS Rel. Start	TFBS Rel. End	Abs. Score	Rel. Score	TFBS Sequence	RNA level
ALDH1A2	aldehyde dehydrogenase family 1, subfamily A2	ENSMUSG000000013584	9	71063596	71144050	+	-4191	-4182	12.569	90.70%	CTATTTTAT	+
							-4175	-4166	10.009	85.30%	CTCTTTATAA	
							-4	6	9.917	85.10%	CTATATACAG	
ifrd1	interferon-related developmental regulator 1	ENSMUSG000000001627	12	40928154	40975091	-	4593	4602	12.3	90.10%	TTATATATAG	+
junb	Jun-B oncogene	ENSMUSG000000052837	8	87500811	87502617	-	-3601	-3592	14.351	94.40%	CTATTTATAA	++
klf2	Kruppel-like factor 2 (lung)	ENSMUSG000000055148	8	74842932	74845555	+	-89	-80	10.213	85.80%	CTAAATTTAG	+
LEO1	Leo1, Paf1/RNA polymerase II complex component, homolog (S. cerevisiae)	ENSMUSG000000042487	9	75289331	75314239	+	-229	-220	13.587	92.80%	CTATTTTAA	+
ligp1b/iigp1	interferon inducible GTPase 1; interferon-inducible GTPase-like	ENSMUSG000000054072	18	60535683	60552281	+	-389	-380	12.436	90.40%	CTAATTTTAG	-
RARRES2	retinoic acid receptor responder (tazarotene induced) 2	ENSMUSG000000009281	6	48519697	48522669	-	-1031	-1022	11.561	88.60%	CTATCTTTAG	++
SLC41A3	solute carrier family 41, member 3	ENSMUSG000000030089	6	90554719	90596406	+	-2853	-2844	11.561	88.60%	CTATCTTTAG	++
SV2A	synaptic vesicle glycoprotein 2 a	ENSMUSG000000038486	3	95985074	95999444	+	1503	1512	14.079	93.80%	CTATATTTAG	-
MEF2A	Myocyte Enhancer Factor 2A											+++

RNA Levels (FPKM)
No expression (-)
Less than 10 (+)
Less than 20 (++)
More than 20 (+++)

Supplementary Figure S6. Predicted MEF2 consensus sequences from 32 overlapping genes in Figure 2D. RNA expression (FPKM) of these genes in heart muscle (Female, age 40-50) were analyzed in Human Protein Atlas program.

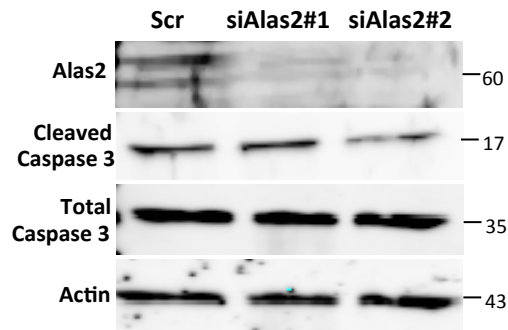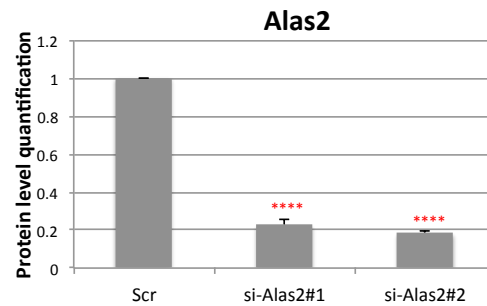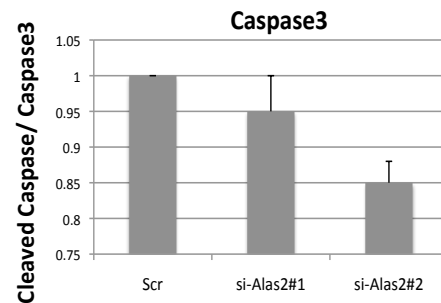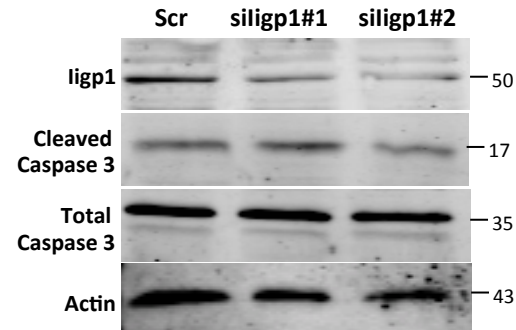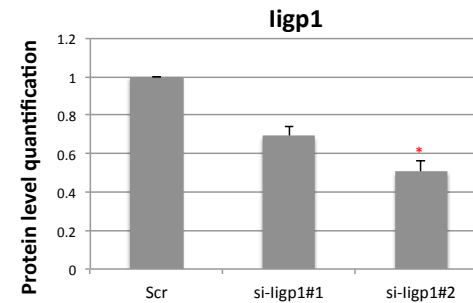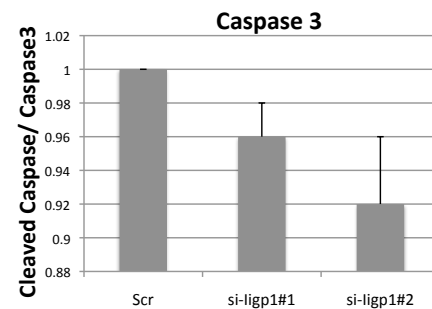

Supplementary Figure S7. Primary cardiomyocytes were transfected with two independent siRNAs, Alas2 siRNA and ligp1 siRNA or with scramble siRNA control and treated with isoproterenol (10 μ M) for 48 hours. Equal amounts of total protein were used for western blot analysis and the levels of the indicated proteins were assessed by a standard immunoblotting technique using specific primary antibodies for each as indicated. (n=3, *P<0.05 ****P<0.0001). The western has been cropped. An odyssey quantitative blotting system is used for the western blot analysis, therefore the quantitation is linear.

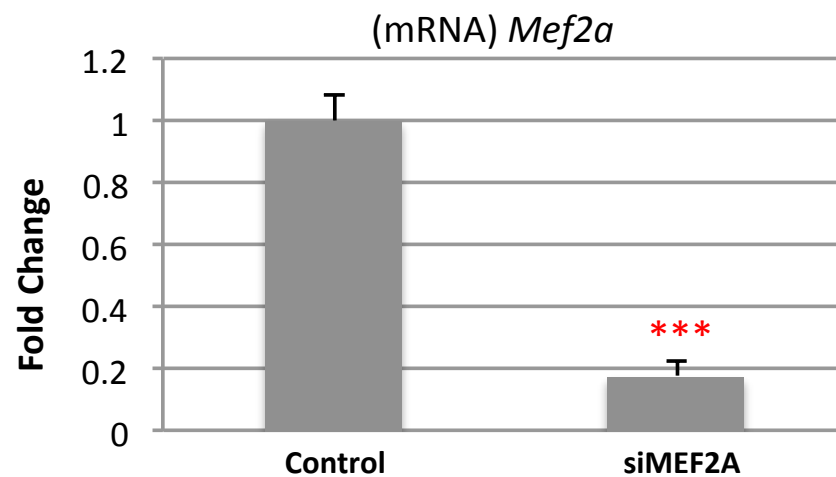

Supplementary Figure S8. Expression of *Mef2a* in MEF2A depleted cardiomyocytes is confirmed using RT-qPCR. Data were normalized to Gapdh and are presented as fold change using the delta delta Ct method (n=3, ***P<0.001).

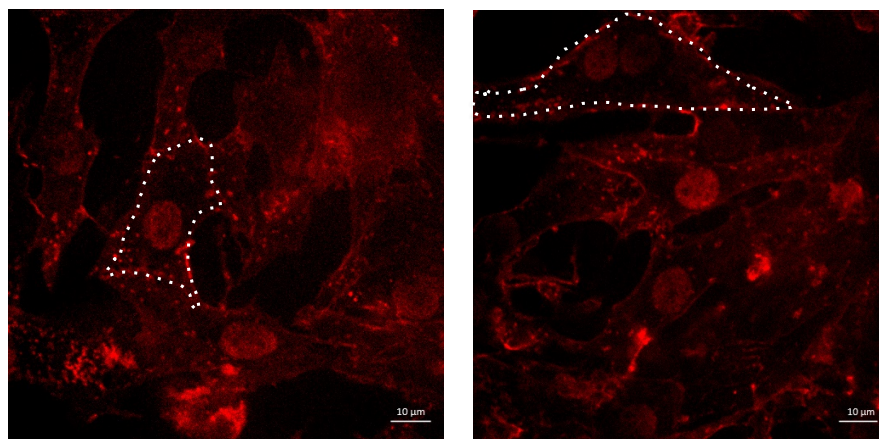

Control

Chemerin (100 nM)

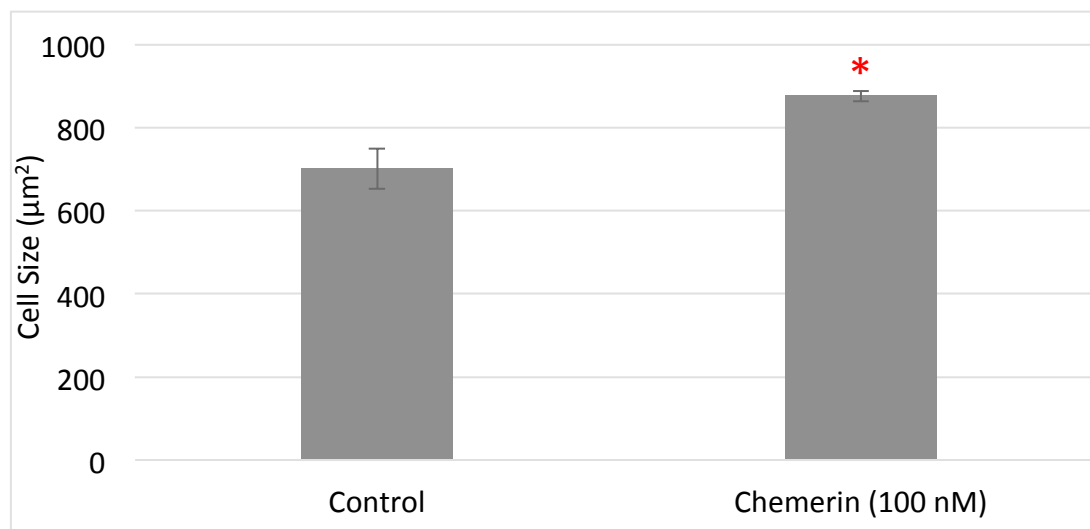

Supplementary Figure S9: Primary Cardiomyocytes were treated with Chemerin (100 nM) for 24 hrs and stained with Wheat Germ Agglutinin (WGA) in red. The bar graph indicates that cell size of cardiac cells, quantified based on 5 cell measurements per image. Data are presented, as mean $\pm$ SEM. * $P < 0.05$. Scale bar is 10 μ m.

How the deposited data were processed for this re-analysis (not part of the article)

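The mouse values are raw read counts for 38478 genes in 12 left ventricle libraries, which the authors deposited after aligning 100 bp paired-end reads to mm10. The authors' notes name CASAVA, Trimmomatic, TopHat, Bowtie, Cufflinks and RSEM, with no versions, and the program that counted the reads and its annotation are not given in the sources used here. The rat values are a score of expression, FPKM rounded to whole numbers for 17349 transcripts in 4 libraries, which the authors deposited after mapping to rn6 transcripts with RSEM and Bowtie. Gene positions are those of GENCODE M21 on mm10, and 543 of 544 symbols in the gene lists and the paper's tables were matched to a gene of the count table. A pair of count columns without a sample name was left out.

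Mouse counts were filtered at 5 CPM in at least 6 of 12 libraries, which left 10668 genes, and normalized by TMM. The counts were tested with edgeR 4.0.16 (quasi-likelihood) in R 4.3.3, with alternatives in edgeR's glmLRT and DESeq2 1.42.0. A gene was called at a Benjamini-Hochberg adjusted p of 0.20 or less and a fold change of at least 1.5. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Rat scores were filtered at 5 in at least 3 of 4 libraries, which left 7716 transcripts. They were tested with limma 3.58.1 (trend) on log2 of the value plus 1, with no further scaling between libraries, at an adjusted p of 0.25. Gene lists were tested with camera of limma. Fold changes are relative to the second group named. CPM values in the text are normalized, and spreads are SD.

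The same steps were also run on simulated data. In simulated counts the comparison without changed genes gave 1 call by the quasi-likelihood test, 13 by glmLRT, 31 by DESeq2 and 63 by glmLRT with observation weights. In the comparison with changed genes false calls were 21 of 168, 45 of 199, 54 of 211 and 102 of 257 in the same order. In simulated rat scores limma gave 29 false calls among 7716 transcripts. Each gene or transcript was drawn apart in these simulations, which leave out differences shared by many of them. Their recovery and false calls therefore do not estimate those in the real libraries.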

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

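The tests of sex, adipose tissue and atrial tissue were set before their results were seen, while the simulations of shared groups, the splits of the samples and the tests of the rat libraries were chosen after seeing the results.

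Reads of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) summed to 314 CPM in Sham + Sol C and 238 CPM in TAC + AT F. The other 10 libraries held 195 to 696 CPM of *Xist*, the RNA of the inactive X chromosome, and at most 3.31 CPM of the Y-linked genes. The paper describes the mice as male. The cause was not tested, and sex lies unevenly over the groups, with 1 such library in Sham + Sol and 1 in TAC + AT.

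The first pattern weighed is the opposite sign of the TAC effect and the Atenolol effect in TAC mice. Sharing the TAC + Sol libraries accounts for a correlation of this size, since the observed −0.505 lies within the −0.545 to −0.466 of 20 simulations of unchanged groups. The share of opposite signs was 62.3%, against 66.7% in the simulations. Among the 65 genes with the lowest p for TAC from edgeR it was 83.1% against 92.9%. In the pair without shared libraries the correlation was −0.245. It could not be told from chance, since random regroupings of the libraries ran from −0.661 to 0.623. The simulations ran only from −0.101 to 0.0555. This pair cannot test a return of TAC + AT to the Sham + Sol level. If Atenolol abolished the TAC response, TAC + AT vs Sham + AT would hold no such response to correlate. Genes are not independent replicates in these correlations.

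The second pattern is the 374 genes called in TAC + AT vs Sham + AT. Without the libraries with Y-linked reads the median size of their log2 fold changes was 0.871 of that with all 12 (0.69 against 0.79), all 374 kept their direction, 321 had an unadjusted p under 0.05 from edgeR and 0 were called, so a part of sex in these calls cannot be told. With sex as a covariate the ratio was 0.910 and 3 were called. Within groups the called genes had a median correlation of 0.225 with 14 adipocyte genes (highest other of 36 permutations 0.638, 11 as high) and of 0.496 with 4 atrial genes (highest other 0.521, 6 as high), and neither explanation can be told from chance. Of 5 lists examined in this way, the 16 clock genes had 0.656 (highest other 0.653, 1 as high), which was not predicted.

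Splitting 2 groups of 3 libraries gives 10 splits, too few splits for a share under 0.05, so no count below is excluded or shown by them. In TAC + Sol vs Sham + Sol 0 genes were called in the real split and 9 in the highest other, and any of the 10 splits reaches 0. The real split gave the most in the other 4 comparisons, 59 against 18 in Sham + AT vs Sham + Sol, 22 against 0 in TAC + AT vs Sham + Sol, 9 against 0 in TAC + AT vs TAC + Sol and 374 against 34 in TAC + AT vs Sham + AT (1 of 10 as large in each). For gene lists past 0.05 in camera the real and highest other counts were 15 and 13, 6 and 12, 13 and 19, 15 and 16, and 13 and 16 in the same order of comparisons, with 1, 8, 5, 2 and 3 splits as large. In 3 of these 5 the highest other count of lists was at least 16, and lists of this kind pass between groups that mix the treatments.

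Over 100 groupings of the 12 libraries, 99 random and the real one, the real 425 genes called in any comparison were reached by 3 groupings, the real one included (highest 820), a share under 0.05. The interaction test called 0 genes in the real groups and 440 in the highest regrouping, and the overlap of the TAC and Atenolol calls was 0 and at most 56. A count of 0 is reached by all 100 whatever the data, so neither says anything about chance. Some regroupings gave many calls, and which libraries fell together in them was not examined. The correlations had −0.505 against an extreme of −0.821, −0.245 against −0.661 and −0.0669 against −0.672, with 59, 50 and 84 groupings as large.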

How the results depend on the processing

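The observation weights, the sex covariate, the fits without the libraries with Y-linked reads and edgeR on the rat values were added after the results were seen, and the other alternatives were planned.

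With 3 mice per group most counts of called genes depend on the test and on single libraries, and the cause was not tested. In TAC + Sol vs Sham + Sol, with 0 calls, DESeq2 called 11, the weights 33 and the fit without the Y-linked libraries 2, and leaving out 1 library gave 0 to 4. With replicate letters as pairing blocks it was 0. The letters were not taken as pairs, since TAC + Sol D had a correlation of −0.265 with Sham + Sol D. In Sham + AT vs Sham + Sol the 59 became 184 (glmLRT), 307 (DESeq2), 28 (no TMM), 4 (FDR 0.05, no fold), 5 (only the 2 groups), 378 (weights), 6 (sex covariate), 13 (without the Y-linked libraries) and 1 to 562 (1 library left out). In TAC + AT vs Sham + Sol the 22 became 59 (glmLRT), 104 (DESeq2), 0 (FDR 0.05), 3 (2 groups), 140 (weights), 7 (sex covariate), 1 (without the Y-linked libraries) and 0 to 16 (1 left out). In TAC + AT vs TAC + Sol the 9 became 126 (glmLRT), 187 (DESeq2), 4 (no filter), 0 (FDR 0.05), 2 (2 groups), 290 (weights), 2 (sex covariate), 0 (without the Y-linked libraries) and 0 to 34 (1 left out). In TAC + AT vs Sham + AT the 374 became 571 (DESeq2), 0 (FDR 0.05), 972 (no fold threshold), 6 (2 groups), 711 (weights), 3 (sex covariate), 0 (without the Y-linked libraries) and 0 to 878 (1 left out).

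The interaction test, with 0 calls, gave 123 (glmLRT), 360 (DESeq2), 2 (no filter), 1 (filter in all 12 libraries), 484 (weights) and 0 to 492 (1 left out). Genes called in any comparison, 425 at first, were 842 (DESeq2), 4 (FDR 0.05), 1016 (no fold threshold), 1044 (weights), 12 (sex covariate), 13 (without the Y-linked libraries) and 1 to 1062 (1 left out). Genes called for both TAC and Atenolol were 5 (DESeq2), 15 (weights) and 0 in the rest, 0 to 0 with 1 left out. The correlation of −0.505 was −0.288 without the Y-linked libraries and −0.629 to −0.287 with 1 left out. The −0.245 was −0.0318 (no filter), −0.102 (filter in all 12), −0.0156 (sex covariate), −0.0293 (without the Y-linked libraries) and −0.452 to 0.0604 (1 left out). The −0.0669 turned to 0.0428 (filter in all 12), 0.109 (sex covariate) and 0.165 (without the Y-linked libraries), was −0.190 with weights, and ran from −0.298 to 0.134 with 1 left out. Of 130 camera tests 62 passed 0.05, and 0 passed with an estimated correlation (52 to 68 with 1 left out). With fry, which was not planned and does not compare a list with other genes, 7 passed, all in TAC + AT vs TAC + Sol (lowest adjusted p 0.0491), and the study chose 3 of these lists.

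Single genes kept their direction in nearly every setting, while many lost their call with 1 library left out. The genes with the largest changes were chosen among those whose groups did not overlap. Leaving out 1 library can hardly turn the sign of such a gene, so the kept direction is no independent evidence for them. In TAC + AT vs TAC + Sol *Ifrd1* (0.05) was −0.0379 without the Y-linked libraries and ran from −0.197 to 0.695 with 1 left out, *Adamts8* (1.11) was −1.89 with weights and ran from −2.82 to 1.68, and *Myl9* (−0.35) was 0.0791 without the Y-linked libraries and ran from −1.60 to 0.0791. In the rat cells the 5277 calls became 0 at FDR 0.05 and 1636 with a 1.5-fold threshold, 6079 with the replicate number as a block (nothing says that the numbers pair the cultures), and 0 to 5081 with 1 library left out, where 1 group has no spread of its own. *Mef2a* at −2.03 lost its call at FDR 0.05 and without scr 1, and ran from −2.12 to −1.93 with 1 left out. EdgeR on the rounded FPKM as if they were counts called 1761 by glmLRT, 1719 with observation weights and 1721 by the quasi-likelihood test, and 1742, 1685 and 1686 with a filter on the share of each value in its library. By glmLRT 1134 of the 1761 were higher and 627 lower, where limma had most lower, and 1729 of them were called by limma too. *Mef2a* was −2.03 and −2.01 with the 2 filters. The values are not counts, so limma was kept as the main test. Rat gene lists were not tested.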

Differences from the paper's values

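The observation weights and the edgeR test of the rat values named below were chosen after the paper's values were seen, and the other settings were planned.

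Counts of called genes differ, where counts within 1.5 times of each other were taken as equal. For genes called in at least 1 comparison the paper's value is 1571 and the value here 425. Without Sham + AT D it was 1062, within 1.5 times, and 1016 without a fold threshold and 924 without TAC + AT E were outside it, as was every other planned setting. For TAC + Sol vs Sham + Sol the paper gives 65 and the value here is 0, with no planned setting near 65. For TAC + AT vs TAC + Sol the paper gives 429 and the value here is 9, with no planned setting near it. The paper's overlap of these sets is 32 and the one here 0, in every planned setting but DESeq2 (5). In Sham + AT vs Sham + Sol the paper shows about 590 (Fig. 2b, read by eye) and the value here is 59, and 562 without Sham + AT D. In TAC + AT vs Sham + Sol it shows about 240 (Fig. 2b, read by eye) against 22 here, with no planned setting near it. In TAC + AT vs Sham + AT it shows about 1100 (Fig. 2b, read by eye) against 374 here, and 972 without a fold threshold, 846 without Sham + AT D and 878 without TAC + AT E.

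By glmLRT 125 of the paper's 429 genes were called, and by DESeq2 177 of these and 11 of its 65. With observation weights, which the paper's lncRNA methods describe, edgeR's glmLRT called 33 of the paper's 65 genes, 286 of its 429 and 1034 of its 1571, and gave an overlap of 15. Of the genes it dropped (32, 143 and 537), 28, 112 and 446 were tested and not called, and 4, 31 and 91 did not pass the filter. In 5 simulations of groups with no change the weights called 35 to 63 genes for TAC and 37 to 44 for Atenolol in TAC mice, with overlaps of 4 to 14, all opposite in sign. The 33 calls for TAC are thus no more than these unchanged groups gave, while the weights called 290 genes for Atenolol in TAC mice, far above them. With so many more calls, the overlap of 15 cannot be set against the simulated overlaps. Each gene was drawn apart in the simulations, which leave out differences shared by many genes. The log2 fold changes with weights had correlations of 0.989 to 0.996 with those in the paper's table. For the quasi-likelihood fit they were 0.851 to 0.943, over 1480 genes in both (genes are not independent replicates).

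For the TAC effect of single genes the paper's log2 fold change comes first and the one here second. *Klf2* was 0.92 in the paper and 0.59 here (0.65 without TMM, 0.92 without Sham + Sol D, 0.87 without TAC + Sol E), *Ube2l6* 1.01 and 0.69 (0.74 without TMM, 1.16 without Sham + Sol D, 0.73 without TAC + Sol C, 0.75 without TAC + Sol D), and *Ifrd1* −0.82 and −0.30 (−0.94 without TAC + Sol E). *Alas2* was 2.89 in the paper and 1.32 here (3.20 without Sham + Sol D). *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt* were 2.96, 2.93, 3.04 and 2.53 in the paper and 1.59, 1.56, 1.37 and 1.55 here, and 3.33, 3.28, 3.37 and 2.92 without Sham + Sol D. No other planned setting came near these paper values.

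In TAC + AT vs TAC + Sol *Ifrd1* was 0.57 in the paper and 0.0523 here (0.69 without TAC + Sol E), *Timp4* 0.83 and 0.29 (0.95 without TAC + Sol E, 0.52 without TAC + AT E) and *Adamts8* −2.07 and 1.11 (−2.82 without TAC + AT E). No other planned setting came near. With observation weights they were 0.51, 0.69 and −1.89.

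In the rat cells the paper counts 168 transcripts, 107 higher and 68 lower by its text, and here limma called 5277, 1884 higher and 3393 lower, with no planned setting near the paper's counts. Of the 169 transcripts at its threshold in the paper's table, 166 were called here and all 169 had the same direction. *Rarres2* was 1.24 in the paper and 1.04 here, 1.10 without scr 1 and 1.24 without siMEF2A 1, and in no other planned setting within 1 standard error of the paper's. EdgeR's glmLRT on the rounded FPKM, chosen after the values were seen, gave *Rarres2* 1.20, called 1761 transcripts and all 169 of the paper's (0 dropped), and its log2 fold changes had a correlation of 0.999999 with the paper's (transcripts are not independent replicates). All 500 rows of the paper's table hold the same 4 values as the deposited FPKM. Its log2 fold changes are thus reproduced by edgeR on the rounded FPKM, where the paper names raw counts. Its number of calls was not reproduced.

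The paper states that apoptosis and matrix remodelling genes go up with TAC and that Atenolol reverses many of these changes. Of the 5 genes in its apoptosis cluster 0 were higher with TAC and 0 had opposite signs with Atenolol, and edgeR called none of them with TAC. Of 20 core apoptosis genes 10 were higher and 10 lower with TAC (adjusted p = 0.633 from camera), and 8 higher and 12 lower with Atenolol (adjusted p = 0.445 from camera). For the matrix the paper's own genes went partly its way, with 4 of 9 in its extracellular cluster higher with TAC, 7 of the 9 with opposite signs in comparisons that share the TAC + Sol libraries, and 11 of its 16 heparin binding genes higher with TAC and 12 lower with Atenolol. The study chose both sets on these samples, and the heparin binding counts share the TAC + Sol libraries too. Neither set is independent evidence. For TAC the heparin binding list had adjusted p = 0.703 from camera. Of 21 fibrosis and matrix genes 15 were lower with TAC and 18 higher with Atenolol. This list was not taken from the study, though it holds *Col15a1* and *Thbs1*, which the study's clusters hold too. That list had adjusted p = 0.00424 and 4.5e-06 from camera, and 0.588 and 0.262 with an estimated correlation. It lost its call without Sham + Sol E or TAC + Sol D for TAC and without TAC + AT E for Atenolol. The paper also has tissue evidence, since Masson's trichrome staining showed more fibrosis in TAC + Sol and less in TAC + AT. The RNA of these genes ran opposite to that staining, which measures collagen in tissue and not RNA.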

Other observations

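The tests of the rat libraries and the fits of the lists for the difference of the Atenolol effects with 1 library left out were chosen after seeing the results, and the gene lists were planned.

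Of 16 clock genes 12 were higher in TAC + AT than in Sham + AT hearts (median log2 fold change 0.50, adjusted p = 0.0268 from camera, 0.419 with an estimated correlation), and *Per2* and *Nr1d1*, which encode a repressor of the clock and its nuclear receptor REV-ERBα, were called at 1.48 and 1.08 (adjusted p = 0.195 and 0.196 from edgeR). In both genes the groups overlapped, and the list did not pass without Sham + AT B, TAC + AT B or TAC + AT F (adjusted p = 0.0501, 0.0558 and 0.115 from camera). Of 79 cytosolic ribosomal protein genes 77 were lower (median −0.32, 3 called, adjusted p = 1.55e-17 from camera, 0.419 with an estimated correlation). All 14 adipocyte genes were lower by a median of −2.75 (adjusted p = 0.000374 from camera, 0.508 with an estimated correlation, and lost without Sham + AT D). *Gnb3*, a G protein subunit, rose from 9.32 ± 1.19 CPM to 30.1 ± 6.24 CPM (mean ± SD, n = 3 mice per group), a log2 fold change of 1.69 (standard error 0.27, adjusted p = 0.0981 from edgeR).

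Against Sham + Sol, the TAC + AT hearts had 8 of 9 hypertrophic marker genes higher (median 0.69, adjusted p = 0.000172 from camera, 0.302 with an estimated correlation) and 19 of 21 fibrosis and extracellular matrix genes higher (median 0.31, adjusted p = 0.0320 from camera, 0.669 with an estimated correlation). All 79 cytosolic ribosomal protein genes were lower (median −0.20, adjusted p = 4.7e-13 from camera, 0.552 with an estimated correlation). Lower too were 68 of 73 oxidative phosphorylation subunits, all 14 adipocyte, 6 of 7 mesothelial, 8 of 10 smooth muscle and 8 of 9 macrophage genes (medians −0.20, −0.94, −0.55, −0.31 and −0.31). Their adjusted p was 2.0e-10, 0.0268, 0.0246, 0.0268 and 0.00681 from camera, and 0.552, 0.694, 0.552, 0.552 and 0.552 with an estimated correlation. None of these 4 cell type lists passed without TAC + AT B (adjusted p = 0.0830, 0.0826, 0.216 and 0.148 from camera in the same order) or TAC + AT F (0.466, 0.0821, 0.154 and 0.0561). Nor did the adipocyte and mesothelial lists without Sham + Sol D (0.772 and 0.377), the smooth muscle list without Sham + Sol C or E (0.115 and 0.220) or the macrophage list without Sham + Sol E (0.163). The matrix list did not pass without Sham + Sol C, Sham + Sol D or TAC + AT E (0.0581, 0.281 and 0.682).

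For the difference of the Atenolol effects in TAC and sham mice, all 22 interferon genes were negative (median −0.86, 18 when adjusted over the list alone, adjusted p = 2.3e-08 from camera, 0.387 with an estimated correlation). So were all 14 adipocyte, all 7 mesothelial, all 4 atrial and 8 of 10 smooth muscle genes (medians −3.68, −1.74, −1.38 and −1.11). Their adjusted p was 2.8e-06, 7.9e-05, 0.0106 and 0.000768 from camera, and 0.430, 0.376, 0.387 and 0.409 with an estimated correlation. Of 11 endothelial genes 9 were positive (median 0.50, adjusted p = 0.00180 from camera, 0.376 with an estimated correlation). In all, 15 of the 26 lists passed in this test, and 0 with an estimated correlation. The 6 lists named here passed with any 1 library left out. The interferon and mesothelial lists hold genes of Fig. 2d, which the study chose on these samples.

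The third pattern weighed is the large number of rat transcripts called in siMEF2A vs scr, 5277 by limma and 1761 by edgeR's glmLRT on the rounded FPKM. The 4 libraries lie along a gradient that runs within the groups too. The siMEF2A effect had a correlation across transcripts of 0.431 with the difference between the scr libraries and 0.459 with that between the siMEF2A libraries (transcripts are not independent replicates). A difference of scale does not account for the count, since 5182 transcripts were called after quantile normalization. The knockdown itself, *Mef2a* at −2.03, is present in the same libraries, and whether it or another difference between the cultures is the source of the calls cannot be told with 2 libraries per group.

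A hypothesis for new samples is that the gradient, at 0.431, may reflect a technical property such as culture density or RNA quality, which cultures from separate preparations with matched density could separate from the knockdown. For the mouse hearts, a set with the sex of each animal recorded and equal dissection of atrial and adipose tissue could separate the ratio of 0.871 from a treatment effect.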
